# RNA-seq: technical variability and sampling

**DOI:** 10.1186/1471-2164-12-293

**Published:** 2011-06-06

**Authors:** Lauren M McIntyre, Kenneth K Lopiano, Alison M Morse, Victor Amin, Ann L Oberg, Linda J Young, Sergey V Nuzhdin

## Abstract

**Background:**

RNA-seq is revolutionizing the way we study transcriptomes. mRNA can be surveyed without prior knowledge of gene transcripts. Alternative splicing of transcript isoforms and the identification of previously unknown exons are being reported. Initial reports of differences in exon usage, and splicing between samples as well as quantitative differences among samples are beginning to surface. Biological variation has been reported to be larger than technical variation. In addition, technical variation has been reported to be in line with expectations due to random sampling. However, strategies for dealing with technical variation will differ depending on the magnitude. The size of technical variance, and the role of sampling are examined in this manuscript.

**Results:**

In this study three independent Solexa/Illumina experiments containing technical replicates are analyzed. When coverage is low, large disagreements between technical replicates are apparent. Exon detection between technical replicates is highly variable when the coverage is less than 5 reads per nucleotide and estimates of gene expression are more likely to disagree when coverage is low. Although large disagreements in the estimates of expression are observed at all levels of coverage.

**Conclusions:**

Technical variability is too high to ignore. Technical variability results in inconsistent detection of exons at low levels of coverage. Further, the estimate of the relative abundance of a transcript can substantially disagree, even when coverage levels are high. This may be due to the low sampling fraction and if so, it will persist as an issue needing to be addressed in experimental design even as the next wave of technology produces larger numbers of reads. We provide practical recommendations for dealing with the technical variability, without dramatic cost increases.

## Background

RNA-seq (high throughput sequencing of the transcriptome) has the potential to transform the way we study gene structure and expression [1]. The ability to identify novel exons and splice sites [2-6] is just the beginning. Although there have been claims that RNA-seq is more sensitive [7] and has a larger dynamic range [3] than a microarray, these claims are now being challenged [8]. For all the optimism surrounding RNA-seq, there is growing evidence that estimating gene expression in an RNA-seq environment is not straightforward. In addition, technical variance, sequencing bias and mapping bias have been reported [9-11].

The power and promise of RNA-seq technology demand our attention. New papers on experimental design [12] will lead the way to more thoughtful experimentation. One important component in careful study planning is an understanding of the different sources of variability so they can be accounted for in the experimental design [13]. Variability can occur at many levels, both biological and technical. Biological variability is unaffected by the technology, as genotypes, individuals and even cell types vary regardless of how they are measured. Bullard et al. (2010) [14] examined the effects of library construction, flow cell and lane on detection of differential expression. The data used there was commercial grade RNA and the samples compared expected to be very divergent. They concluded that the biological variation was larger than technical variation, underscoring the importance of including biological replicates in the study design.

The observation that biological variability is large does not imply that technical variability should be ignored in the experimental design of a study. High levels of noise in a technology must be considered during experimental design [13]. Marioni et al. (2008) [15] demonstrate clearly that technical variability is not different from what is expected due to random noise (sampling error). Yet, the magnitude of the sampling error is not explicitly discussed. One particular feature of deep sequencing is that even though there are millions of reads, the proportion of the mRNA that is actually sequenced is low. Given a Solexa/Illumina RNA-seq library of 10 nM concentration with a mean insert size of 250 bp and a volume of 400 uL, the number of molecules in a typical RNA library is estimated to be 2.408 × 10^12^. On the Solexa/Illumina GAIIx, approximately 30 million of the total possible molecules are sampled in a given lane. This represents approximately 0.0013% of the total number of available molecules. Even with the anticipated increase in the next generation of technology, the sampling fraction is will be less than 0.004%. The impact of such a low sampling fraction on the statistical properties of RNA-seq is the focus of this manuscript. We address the following questions: *1) Does a substantial amount of technical variability exist? 2) Is the impact of technical variability the same for all levels of coverage?*

The study presented here considers technical variation in three experiments using Solexa/Illumina technology. Although the number of exons consistently detected is improved by increasing the number of mappable reads, the detection of exons with low levels of coverage is inconsistent among technical replicates. Inconsistent detection of exons is most pronounced for exons with average coverage of less than 5 reads per nucleotide. In addition, there can be substantial disagreement in the estimated level of expression among technical replicates, even when the coverage is high. Although the technical variability is not unexpected, technical variability cannot be ignored in RNA-seq experiments.

## Methods

### Experiments

Experiment 1: Three independent samples of *D. melanogaster *female heads were collected with each sample representing a unique pool of biological material. Each sample was prepared according to manufacturer's instructions and then the same library was run on two lanes of a Solexa/Illumina flow cell, resulting in two technical replicates for each biological replicate, runs were 36 base-pair paired end. Experiment 2: Three independent samples of D. *simulans *male heads were collected with each sample representing a unique pool of biological material. Each sample was prepared according to manufacturer's instructions and then the same library was run on two lanes of a Solexa/Illumina flow cell, resulting in two technical replicates for each biological replicate, runs were 36 base-pair paired end. (Data will be deposited to the SRA) Experiment 3: One sample of *D. melanogaster *cell line c167 was run on 5 lanes yielding 5 technical replicates for 1 biological replicate (from modENCODE experiment GSE17107) [16]. Data from these experiments were 36 bp reads. The experimental design for experiments 1 - 3 are outlined in Figure 1. All samples were run using Solexa/Illumina paired end procedures. The relationship of lanes (same or independent flow cells) is unknown for all three experiments. The first two experiments were conducted by Joe Dunham and Michele Arbeitman at USC and sequenced at Oregon State core facility while the third experiment was conducted by Susan Celniker at Lawrence Livermore national laboratory (SRA009944).

**Figure 1:**
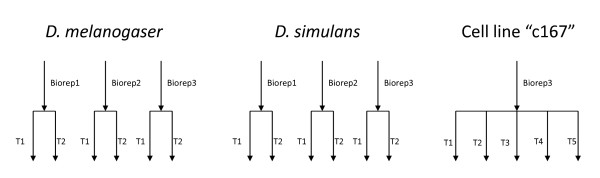
**Experimental Design**. A figure showing the design of the three experiments evaluated here. Biological replicates are separate individuals used for library construction. Technical replicates for the *D. melanogaster *female heads and *D. simulans *male heads data are a single library run on multiple lanes. For *D. melanogaster *c167 cell lines the exact nature of the technical replication is uncertain.

### Simulation

The number of molecules present in the library is estimated to be 2.408 × 10^12^. This estimate was derived using the Illumina protocol. Specifically, the starting material was assumed to be 100 ng of mRNA that then resulted in 500 ng of library with an insert size of 250bp in a volume of 400 uL for a final library concentration of 10 nM. The number of pmoles is therefore 4 [(10 nmol/1L) (1L/1000 mL)(1 mL/1000 uL)(400 uL)(1000 pmol/1 nmol)]. The number of molecules is found by multiplying Avogadro's number which is molecules/moles and adjusting for units [4 pmole)/1000/1000/1000/1000*6.02E + 023] to give 2.408 × 10^12 ^molecules. On the current Solexa/Illumina technology, the GAIIx, approximately 30 million of the total possible molecules are sampled in a given lane. This represents approximately 0.0013% (30,000,000/2.408 × 10^12^) of the total number of available molecules for analysis (Figure 2). To understand how random sampling may produce variation in technical replicates in an RNA-seq experiment, a small simulation of two technical replicates was conducted. We assume that the approximately 2.408 × 10^12 ^molecules of mRNA were transcribed from 20,000 genes. Gene expression for the 20,000 genes was modeled using a gamma density function with shape parameter 2 and scale parameter 1. This ensures that many genes will have a small number of molecules assigned to them and some genes will have a large number of molecules assigned to them. The range of the gamma density function was examined over the interval from 0 to 17. The integers from 0 to 17 represent bins of genes with similar relative levels of expression. To simulate relative expression for each of the *i *= 1, 2, ..., 20,000 individual genes, a random integer (*S*_*i*_) from a discrete uniform distribution between 0 and 17 were drawn and the value of the gamma density *t*_*i *_was calculated at *S*_*i*_. The number of total molecules of mRNA assigned to gene *i*, *g*_*i*_, was, N_i_= *t*_*i*_/Σ(*t*_*i*_) * 2.408 × 10^12 ^rounded to the nearest integer. Σ(g_i_) = Z. Due to the rounding, Z was approximately, but not exactly equal to2.408 × 10^12^. For each g_i _with N_i _molecules a unique integer between 1 and Z was assigned, resulting in a unique association between an integer and a gene. To simulate the sampling of molecules of mRNA for each technical replicate, 30 million random integers between 1 and *Z *were sampled.

**Figure 2:**
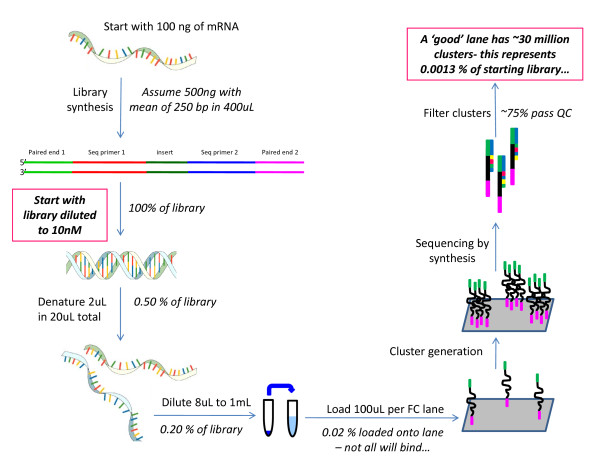
**Library construction and sequencing**. Beginning with 100 ng of mRNA the manufacturer's protocol is used to estimate a sampling fraction.

### Exon definitions

For this paper exons, rather than transcripts, were used. Estimating levels for individual transcript isoforms in RNA-seq data can be quite complex as the observed data can be a mixture of isoforms [17,18]. Transcript assembly and abundance estimation from RNA-Seq reveals thousands of new transcripts and switching among isoforms. To focus on the issue of technical replication, isoform estimation was not undertaken. Exons as defined by Flybase (http://www.flybase.org) version 5.4 [19] were mapped onto the genome. Overlapping exons in the same genome region were combined. A single result per genomic region was recorded for each exon in that region (Additional File 1, Additional File 2). For example, for exons with alternative start/end sites the longest genomic region was used to represent an exon. The mapping between exons and the genome region was done via a perl script (Additional File 3). 54,607 of the 60,277 genomic position exons represent uncomplicated annotation regions. However, to ensure that results are not dependent on the exon definition, the observed data were used to derive exons. Consensus contigs were defined as contiguous regions with a per nucleotide read depth greater than or equal to 3 for all lanes within a particular experiment (Additional File 4, 5). This definition results in the evaluation of genomic regions for which RNA-seq data are available for all replicates of a particular experiment. Consensus contigs and their positions for these data are listed in Additional Files 6, 7, 8.

### Mapping reads

Reads spanning junctions pose a problem. Each lane of data was first evaluated with TopHat [20] to create a set of read-supported junctions. Bowtie [21] was used as the main tool for read alignment. Alignments were run with the "best" option to ensure that reported singleton alignments have the optimal score. The "tryhard" flag was also used to induce Bowtie to spend more time backtracking for hard-to-align reads. Reads aligning more than 10 times were removed from consideration. First, a paired-end alignment was run. Unaligned reads from this step were aligned unpaired. Remaining unaligned reads were mapped to the junctions from TopHat. For *D. simulans *samples, reads were also aligned to *D. simulans *genomic reference sequence [22]. Bowtie is fast but cannot handle in/dels or reads that align partially to the reference. Reads remaining unaligned at this point were aligned with LAST [9]. Results were combined into a single alignment file in SAM format and reported versus single reference (the Flybase v5 D.mel reference [19]). Analysis of read coverage was done with SAMtools [23]. For each lane the resulting pileup file was the basis for all further calculations and the remaining unmapped reads were discarded.

### Detection and Quantitation

Each exon was projected onto each pileup file. If at least one read maps to a particular exon then that exon was said to be detected. RPKM which is the (number of reads in a window/length of the window)*C/mappable reads), where C is an estimate of the maximum number of reads [3] was used to estimate the quantity of each exon.

### Analysis

To understand variability among replicates it is necessary to understand how well replicates agree, not how well they correlate [24-26]. Agreement between categorical variables can be calculated as the proportion of observations that share the same category divided by the total number of observations [25]. If the number of observations in each category is unequal then two measurements may agree by chance more frequently than estimated using a simple agreement. Kappa calculates the agreement between two replicates and adjusts for chance agreement [25]. The Kappa statistic gives a measure of agreement and the value 1 represents perfect agreement [25]. The most basic question is whether exons can be consistently detected between replicates. The agreement of technical and biological replicates on detection of exons was calculated using both simple agreement and Kappa statistics.

For ordinal scales, a weighted Kappa allows for distance in categories to be used in the assessment of agreement and is interpreted in the same way as the Kappa [25]. The RPKM was grouped into 3 levels undetected/low-medium/high where high levels were defined as RPKM > 20. Alternatively RPKM was grouped into 9 levels using a log scale as follows: Zero reads, RPKM less than 10, 20, 40, 80, 160, 320, 1000 and greater than 1000 were the ordinal categories used. Simple agreement (two replicates having the same level of coverage) and weighted kappa statistics were calculated. Examination of the frequency table between the technical replicates can give insight into whether the disagreements are solely a function of the level of digital gene expression.

Correlation coefficients have often been used to describe agreement. However, correlation does not reflect agreement [24-26]. Spearman's correlation coefficient quantifies how well the relationship between two variables, (Y,X), can be described using a monotonic function. If one estimate is exactly twice the size of the other estimate then the correlation will be 1. However, these two measures do not agree. In addition to the scale factor, correlations depend upon the range of values observed. A large range of values will produce a higher correlation than a narrow range of values. In comparisons of whole genome expression the range is extremely large. A further problem is the large number of data points makes the linear trend unlikely to be influenced by strong disagreement for some exons.

Bland-Altman [24,26] proposed a method for visualizing data and providing insights into agreement. These plots are known as MVA or MA (minus versus average) plots in the gene expression literature and have been utilized intensively to assess presence of abundance-dependent bias [27]. The plot is defined as follows: on the X axis is the average of the two measures (in this case the technical replicates) and on the Y axis is the difference between the two measures. These plots were constructed for exons for all combinations of technical replicates where there are non-zero measurements in both replicates. An absolute difference of 10 has a different implication for agreement if the RPKM is 20 than if the RPKM is 300. For that reason, Bland-Altman plots were also made on the natural log scale. That is, the natural log of the RPKM was calculated for each technical replicate where the scale is considered to be additive rather than multiplicative and then used for computing the average and the difference.

Coverage plots [28] were constructed to examine whether exon length was associated with missing values. To formally test whether exon abundance and/or length is related to whether an exon is present in all or only a portion of the technical replicates, an analysis of the dataset for the cell line c 167 was conducted. Only exons that were observed in at least one technical replicate were considered. The dichotomous response of "in all technical replicates" versus "not in all technical replicates" was modeled using logistic regression. Formally, Let Y_i _= 1 if the i^th ^exon is not present in all technical replicates, 0 otherwise. The model

was fit, where a_i _is the abundance of the i^th ^exon and l_i _is the length of the i^th ^exon and i = 1,..,n where n is the number of exons observed in at least one technical replicate. The average RPKM, taken across all technical replicates was used as the measure of abundance for that exon and the length of the exon in base pairs was used as the measure of exon length.

## Results

For the three experiments, the number of mappable reads per lane varies among the technical replicates and the number of exons detected increases with the number of mappable reads (Table 1). 

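Experiment 2 measured RNA from the heads of D. simulans males. There were 3 biological replicates (BR1, BR2 and BR3), each a separate pool of flies, and the library of each was run on 2 lanes (TR1 and TR2) as 36 bp paired end reads. The values used here are those of the 6 lanes on the 20339 common contigs of this experiment. Values on Flybase exons, and the lanes of the other experiments, were not analysed here. The authors aligned the reads with Bowtie, TopHat junctions and LAST and reported the alignments against the D. melanogaster genome of Flybase version 5. For each lane and contig the deposited values are the reads on the contig (the nucleotides piled up over it divided by 36, so that a read lying partly on the contig adds a fraction), the mappable reads of the lane, the contig length and the RPKM. The RPKM is the reads per kilobase of contig, scaled to the mappable reads of the lane, and recomputing it returned the deposited value for every contig. The mappable reads were 5174398 and 4979485 for TR1 and TR2 of BR1, 27595266 and 28691914 for BR2, and 27601233 and 27748704 for BR3. The reads summed over the common contigs were 882366 and 847919 for BR1, 3238111 and 3409249 for BR2, and 3183721 and 3211513 for BR3, so the contigs held 17.1% and 17.0% of the mappable reads of BR1 and from 11.5% to 11.9% of those of BR2 and BR3. The median coverage of a contig was 6.80 and 6.57 reads per nucleotide (APN) in the lanes of BR1 and from 26.7 to 28.5 in the lanes of BR2 and BR3. RPKM was grouped into the 9 levels and the 3 levels of the Methods, a contig was counted as 1 or 2 logs apart when its levels differed by 1 or more or by 2 or more categories, and the weighted kappa used linear weights. Without weights, the 9 level kappa of the technical replicates of BR1 was 0.518 in place of 0.692. Because lanes of one library are technical replicates, each technical comparison has 1 value per biological replicate, and intervals taken over contigs cover counting error only.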

The exons that are detected vary between technical and biological replicates (Table 1). Many exons are observed/present in one technical replicate but unobserved/absent in the other technical replicate. There was no exception to this observation in any comparison made (Table 2). The agreement (Kappa) in detection between technical replicates ranges from 0.63-0.81. Lanes with higher coverage have better agreement in detection, but even with the higher coverage rates, the number of exons detected varies. The comparison with the least discrepancy had ~3,600 exons missing in one of the two technical replicates and several had more than 5,000 missing (Table 2). Among biological replicates discrepancies were larger than for technical replicates in that same experiment (Table 2). The simulation study shows that this variability in detection can be explained due to random noise from a very small sampling fraction (0.0013%). A second simulation (not shown here) based upon the multinomial model came to the same conclusion. In the simulation, and in the real data examined here, discrepancies in detection are largely due to exons with coverage per nucleotide of less than 5 in the technical replicate in which they are detected (Table 2, Additional File 9). This indicates that higher coverage increases the consistency of detection across technical replicates. Unfortunately, the vast majority of exons are observed at low coverage (Table 1).

**Table 1:** Mappable reads per lane in each of the three experiments.

Experiment	BR	TR	Mappable Reads	Exons detected	Exons with an average coverage of more than 5 reads per nucleotide	Contigs present in all samples of each experiment
c167	1	1	5888686	39156	13432	19248

c167	1	2	5951769	39202	13517	19248

c167	1	3	7146461	39954	15684	19248

c167	1	4	7544117	40201	16355	19248

c167	1	5	7377032	40120	16089	19248

D. sim.	1	1	5174398	45878	14517	20339

D. sim.	1	2	4979485	45808	13912	20339

D. sim.	2	1	27595266	51701	35303	20339

D. sim.	2	2	28691914	51857	35942	20339

D. sim.	3	1	27601233	51834	34968	20339

D. sim.	3	2	27748704	51822	35008	20339

D. mel.	2	1	10584341	48114	13396	17864

D. mel.	2	2	13399722	49073	19916	17864

D. mel.	3	1	12065885	48281	14794	17864

D. mel.	3	2	11794255	48319	17961	17864

D. mel.	4	1	10375138	47812	15718	17864

D. mel.	4	2	9283979	47460	14344	17864

BR indicates a biological replicate and TR indicates a technical replicate. The experiments are described in Figure 1. There are a total number of 60,277 exons corresponding to distinct genomic regions in Flybase 5. In this replicate 14,972 replicates disagree by at least 1 log and 204 disagree by 2 or more logs.

**Table 2:** Agreement between technical replicates and biological replicates for RPKM measured on FB 5.4 exons (n = 60,277).

Experiment	Comparison	Number of exons in common	Exons detected in only one of the two replicates	Kappa for detection	Detected in one replicate, RPKM > 20 in the other replicate	Kappa on a 3 level scale	Kappa on a 9 level log scale	Number of exons where disagreement is greater than 2 logs	Number of exons that disagree 1 log or more
c167	TR1-TR2	36602	5154	0.812	0	0.854	0.886	128	11596

c167	TR1-TR3	36937	5236	0.808	0	0.853	0.888	119	11395

c167	TR1-TR4	37102	5153	0.810	0	0.854	0.887	111	11562

c167	TR1-TR5	37037	5202	0.808	0	0.853	0.885	112	11686

c167	TR2-TR3	36974	5208	0.808	0	0.855	0.889	104	11285

c167	TR2-TR4	37102	5199	0.808	1	0.853	0.886	95	11600

c167	TR2-TR5	37039	5244	0.807	2	0.851	0.884	102	11779

c167	TR3-TR4	37514	5127	0.809	0	0.857	0.892	76	11026

c167	TR3-TR5	37470	5134	0.809	0	0.856	0.891	98	11051

c167	TR4-TR5	37626	5069	0.811	0	0.858	0.893	58	10869

D. mel..	BR2:TR1-TR2	46123	4941	0.738	67	0.779	0.801	204	14972

D. mel..	BR3:TR1-TR2	45942	4716	0.754	46	0.783	0.798	297	15122

D. mel..	BR4:TR1-TR2	45310	4652	0.767	110	0.814	0.848	105	12206

D. sim.	BR1:TR1-TR2	43614	4458	0.797	343	0.834	0.861	317	14590

D. sim.	BR2:TR1-TR2	49941	3676	0.748	0	0.864	0.909	2	8530

D. sim.	BR3:TR1-TR2	49983	3690	0.746	2	0.861	0.905	6	8648

D. mel..	BR2-BR3	45675	5045	0.739	62	0.803	0.843	58	11266

D. mel..	BR2-BR3	45715	5003	0.741	70	0.776	0.796	289	15304

D. mel..	BR2-BR3	46274	4806	0.744	41	0.779	0.797	271	15149

D. mel..	BR2-BR3	46381	4630	0.753	50	0.815	0.852	70	11775

D. mel..	BR3-BR4	45612	4967	0.748	84	0.774	0.787	444	15891

D. mel..	BR3-BR4	45387	4869	0.750	96	0.773	0.785	446	15938

D. mel..	BR3-BR4	45723	4685	0.759	88	0.803	0.831	176	13434

'D. mel..	BR3-BR4	45450	4879	0.752	108	0.797	0.828	201	13718

D. mel..	BR2-BR4	45459	5008	0.744	113	0.774	0.789	405	15754

D. mel..	BR2-BR4	45200	5174	0.739	108	0.771	0.790	401	15808

D. mel..	BR2-BR4	46067	4751	0.750	75	0.801	0.834	154	13104

D. mel..	BR2-BR4	45846	4841	0.749	89	0.799	0.832	152	13312

D. sim.	BR1-BR2	45442	6695	0.645	362	0.640	0.654	4936	29729

D. sim.	BR1-BR2	45440	6855	0.635	346	0.640	0.658	4687	29659

D. sim.	BR1-BR2	45341	6827	0.639	395	0.639	0.654	4909	29709

D. sim.	BR1-BR2	45375	6915	0.633	402	0.640	0.658	4665	29629

D. sim.	BR1-BR3	45444	6824	0.637	326	0.640	0.655	4835	29452

D. sim.	BR1-BR3	45464	6772	0.640	346	0.642	0.655	4814	29486

D. sim.	BR1-BR3	45368	6906	0.634	355	0.640	0.656	4761	29404

D. sim.	BR1-BR3	45368	6894	0.635	343	0.640	0.656	4704	29438

D. sim.	BR2-BR3	49844	3847	0.737	1	0.828	0.865	104	12328

D. sim.	BR2-BR3	49835	3853	0.737	0	0.830	0.865	98	12327

D. sim.	BR2-BR3	49955	3781	0.739	2	0.829	0.865	113	12376

D. sim.	BR2-BR3	49891	3897	0.731	0	0.828	0.865	95	12413

All technical replicates were compared between biological replicates. For example, BR1 TR1 was compared to BR2 TR1, BR2 TR2, and BR2 TR3 for all possible pairwise comparisons. Agreement in whether exons are detected (defined as at least one read mapping to the exon), detected at a low level (0 < RPKM < 20), and detected at a high level (RPKM > 20) and agreement on a 9 level ordinal scale as follows: RPKM less than 10, 20, 40, 80, 160, 320, 1000 and greater than 1000. Agreement was measured using a kappa coefficient. The number of exons where disagreement is greater than 2 logs and greater than one log are also given. Agreement for common contigs is in Additional file 9, Supplementary Table S3

Additionally, the length of the exon may contribute to the discrepancy. To examine this, coverage plots were constructed (Additional File 4). Coverage plots have a solid line if the exon was detected in the corresponding biological and technical replicate and a blank space if the exon was not present. The plots were conducted by sorting the exons by length. Subsequent plots were made for exons surrounding a given percentile of exon length. For exons that are detected inconsistently among replicates there seems to be no trend associated with the length. Plots of the 10th percentile appear to be similar to the 20^th^, 50^th ^and 90^th ^percentile (Additional Files 10). The coverage plots do not take mRNA abundance into account. To test whether exon length and abundance, and the interaction between them contribute to differences in detection among technical replicates a logistic regression model was used. The interaction between length and abundance was significant (estimate, -0.0136; p < 0.001). This means that the relationship between length and abundance differs between highly abundant and infrequently observed exons. For infrequently observed exons, longer exons are more likely to be consistently detected than shorter exons. This pattern is not observed in highly abundant exons. It must be noted that this is a trend, and that some long exons are missing among some technical replicates and some short exons are present in all. Although main effects are often difficult to describe in the presence of interactions, in this case, it is clear that regardless of the exon length lower levels of abundance are less likely to be consistently detected (estimate -0.25; p < 0.001).

Within each lane, for each exon, the average number of reads per nucleotide (APN) and the standard deviation were computed. The coefficient of variation (CV, standard deviation/mean) versus the APN (Figure 3) was plotted for each exon. Coverage below APN 5 is highly variable. The CV for an exon with a coverage of less than 5 reads per nucleotide is often greater than 2 and can be greater than 20. The same pattern holds for all samples examined (Figure 3), indicating that this is not an artifact of the number of mappable reads. In fact, when reads from the c167 experiment are combined and the same plot is constructed, the same pattern is seen (data not shown). Although the maximum CV is smaller for the data combined across 5 lanes, than for a single lane of data, the trend is still apparent. This, together with the results on consistency of detection, indicates that an average coverage of 5 reads is a useful target when planning an RNA-seq study. For a lane with almost 29 million mappable reads, not quite 60% of the exons in Flybase were observed at this level of coverage.

**Figure 3:**
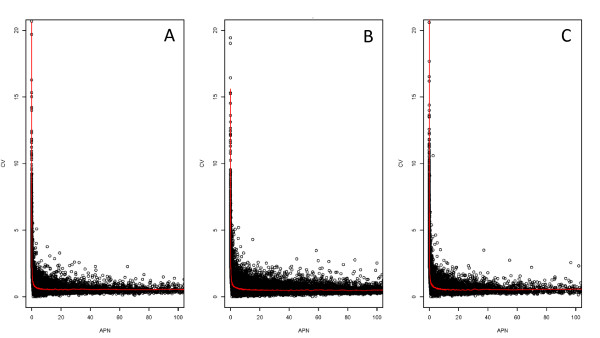
**Coefficient of variation (CV) plotted on Y axis and average depth per nucleotide (APN) on X axis**. Points with average depth of greater than 1000 are not displayed. Panel A is *D. simulans *BR2 TR2. Panel B is *D. melanogaster *female heads BR2 TR1. Panel C is TR1 for cell line c 167. Note that despite the difference in the number of mappable reads, the pattern of CV against the mean remains the same. CVs are very large when the average expression is low. Individual points represent exonic regions (Flybase 5.4) cubic smoothing line fit using R's smooth.spline function.

There is great interest in understanding the performance of RNA-seq and to that end many studies have used the correlation coefficient as a means of assessing concordance. We plot the RPKMs of technical replicates here against each other (Figure 4A,B) to demonstrate that these plots are similar to those previously reported [15]. As expected, Pearson and Spearman correlation coefficients are very high. 

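On the common contigs of the D. simulans experiment, the Spearman correlation of RPKM between the 2 lanes of a library was 0.834 for BR1, 0.974 for BR2 and 0.974 for BR3. The Pearson correlation of RPKM was 0.994 for BR1, 0.9996 for BR2 and 0.9999 for BR3, and on the natural log of RPKM it was 0.906, 0.975 and 0.975. Between lanes of different biological replicates the Spearman correlation was 0.543 ± 0.0050 (SD, n = 4 lane comparisons) for BR1 and BR2, 0.534 ± 0.0040 (SD, n = 4) for BR1 and BR3, and 0.932 ± 0.00075 (SD, n = 4) for BR2 and BR3. These are correlations across contigs, which are not independent replicates, and no p-value was computed.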

Spearman correlation coefficients are in excess of 0.95. However, correlation is not a measure of agreement [24-26]. By categorizing expression into several ordinal groups and then comparing two technical replicates (Table 2,3, Additional File 9), it becomes immediately obvious that there are areas of disagreement between the technical replicates, and these are not limited to exons with low coverage (Table 2,3). For one particular example given (Table 3), the Spearman correlation is 0.95 and the weighted Kappa statistic is 0.80. 

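For the common contigs of D. simulans, the weighted kappa on the 9 level scale was 0.692 (standard error 0.0038, from 500 resamples of the contigs) for the technical replicates of BR1, 0.867 (standard error 0.0020) for BR2 and 0.866 (standard error 0.0022) for BR3. On the 3 level scale it was 0.313 (standard error 0.010) for BR1, 0.846 (standard error 0.0040) for BR2 and 0.848 (standard error 0.0039) for BR3. Simple agreement on the 3 level scale was 86.0%, 93.0% and 93.0% of contigs. The levels were unevenly filled in BR1, where 2387 contigs of TR1 and 2275 of TR2 had an RPKM of 20 or less, against 7258 and 7107 in BR2 and 7405 and 7373 in BR3. Between biological replicates the 9 level kappa was 0.295 ± 0.0045 (SD, n = 4 lane comparisons) for BR1 and BR2, 0.286 ± 0.00069 (SD, n = 4) for BR1 and BR3, and 0.773 ± 0.00037 (SD, n = 4) for BR2 and BR3. Without weights the 9 level values of the technical replicates were 0.518, 0.754 and 0.755. The 3 level values cannot depend on the weights here, since no contig had 0 reads and the lowest level was empty.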

Although the actual agreement will depend explicitly upon the ordinal values chosen and the scale used for expression, weighted Kappa statistics for a range of possible categorizations were computed and found to be always lower than 0.9, often close to 0.6 and occasionally close to 0.5. This means that the use of RPKM as a measure of expression can be a log (or even two) different at all levels of expression. This is not sensitive to the RPKM normalization, as normalization factors [29] among technical replicates are close to 1. Indeed, this discrepancy is apparent in the simulated data, where normalization is not necessary. 

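In D. simulans, 6909 of the 20339 common contigs (34.0%, 95% Wilson interval 33.3% to 34.6%) fell into different RPKM categories in the 2 lanes of BR1, 3924 (19.3%, 18.8% to 19.8%) in BR2 and 3894 (19.1%, 18.6% to 19.7%) in BR3. Contigs 2 or more categories apart numbered 315 (1.55%, interval 1.388% to 1.73%) in BR1, 10 in BR2 and 3 in BR3. Disagreement occurred in every category of TR1. In BR2 it went from 30.9% of the 2041 contigs with an RPKM below 10, through 18.3% of the 6189 contigs from 20 to 40, to 7.66% of the 261 contigs from 320 to 1000 and 1 of the 23 contigs at 1000 or more. In BR3 the corresponding shares were 28.1% of 2051, 18.7% of 6192 and 5.24% of 248 contigs, with 1 of 23 at 1000 or more. In BR1 they were 78.9% of 204, 29.8% of 8874 and 11.6% of 413 contigs, with 3 of 53 at 1000 or more. A contig near a border can change category after a small change in RPKM. An RPKM that differed more than 2 times between lanes was seen in 967 contigs of BR1, 197 of BR2 and 205 of BR3. A difference above 1 on the natural log scale was seen in 268, 44 and 34 contigs, a difference above 2 in 1, 4 and 3 contigs, and a difference above 10 times in 1, 2 and 0 contigs.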

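For the common contigs of D. simulans, edgeR's TMM factors were computed on the reads, rounded to whole numbers. The factor of TR2 divided by that of TR1 was 1.0047 for BR1, 1.0051 for BR2 and 0.99995 for BR3. With DESeq2's size factors divided by the summed reads, the ratios were 1.0073, 1.0081 and 0.9988. Scaling each lane to its reads summed over the contigs, in place of its mappable reads, gave 34.0%, 19.2% and 19.2% of contigs in different categories for BR1, BR2 and BR3, which lie within the 95% intervals of the values from the deposited RPKM. Across biological replicates the TMM factors differed more, from 0.967 for both lanes of BR3 to 1.0555 and 1.0605 for the lanes of BR1. These factors are relative to the reads summed over the contigs, while RPKM is scaled to the mappable reads. They therefore leave out the larger share of mappable reads on the contigs in BR1 (17.1% and 17.0%, against 11.5% to 11.9%) and understate the scaling difference in RPKM.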

Sampling variance can result in differences in estimated expression of 1 log or greater. This finding may explain some of the studies which report discordance between estimates of expression from RNA-seq and known concentrations [8].

**Figure 4:**
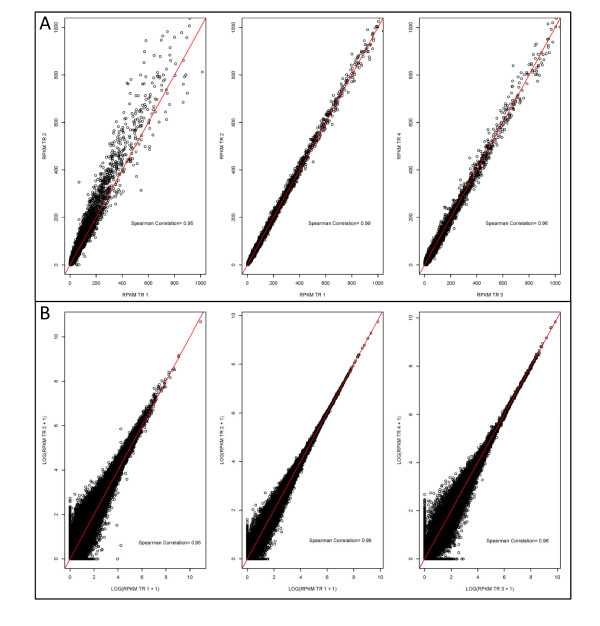
**Scatterplot of technical replicates**. Points where RPKM is 1000 or less are displayed (A). The red line is the 45 degree line. Left panel is *D. simulans *male heads BR2, middle panel is *D. melanogaster *female heads BR2 and right panel is *D. melanogaster *cell line c167 Tr3 vs TR4. Spearman correlation values are (0.95, 0.99, 0.96), respectively. Scatterplot of technical replicates on the log scale (log(RPKM+1)) for RPKM values of less than 1000) (B). The red line is the 45 degree line. Left panel is *D. simulans *male heads BR2, middle panel is *D. melanogaster *female heads BR2 and right panel is *D. melanogaster *cell line c167 Tr3 vs TR4. Spearman correlation values are (0.95, 0.99, 0.96), respectively.

**Table 3:** Agreement between technical replicates for biological replicate 2 *D. melanogaster *female heads.

	TR2									
**TR1**	**0**	**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**Total**

**0**	9213	***2947***	***3***	0	0	0	0	0	0	12163

**1**	***1990***	24845	***4269***	***150***	0	0	0	0	0	31254

**2**	0	***818***	4884	***2273***	***24***	0	0	0	0	7999

**3**	0	*16*	***402***	3293	***1028***	***2***	0	0	0	4741

**4**	***1***	***2***	***2***	***172***	1669	***415***	***2***	***1***	0	2264

**5**	0	0	0	***1***	***76***	749	***213***	0	0	1039

**6**	0	0	0	0	0	***35***	357	***108***	0	500

**7**	0	0	0	0	0	0	***11***	241	***9***	261

**8**	0	0	0	0	0	0	0	***2***	54	56

**Total**	11204	28628	9560	5889	2797	1201	583	352	63	60277

RPKM was grouped into 7 categories on an approximate log10 scale. The categories were: zero reads, average less than 10, 20, 40, 80, 160, 320, 1000 and greater than 1000. Technical replicates 1 and 2 were compared. Values on the diagonal are where the ordinal categories agree and off diagonal values (bold/italic) are disagreements.

The MVA plot [27], initially proposed by Bland and Altman [24,26] to assess agreement between two methods of measuring an endpoint, is an intuitive examination of agreement that helps diagnose the magnitude and functional form of disagreements. The Bland-Altman plot of the natural log-transformed data for the technical replicates of *D. simulans *biological replicate 3 (Figure 5, and Additional file 11) clearly shows that at lower levels of expression there is larger disagreement between technical replicates. However, although the absolute disagreement is a function of abundance, the moving average smoother indicates that average disagreement or bias between technical replicates is consistently linear (rather than nonlinear) over the abundance range. This is in contrast to what is observed for microarray data where a nonlinear bias (disagreement) is typically observed as a function of mean abundance making nonlinear normalization necessary [30,31]. This is also consistent with the findings of Bullard et al. (2010) [14] who find that no nonlinear normalizations are needed.

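On the common contigs, the difference in natural log RPKM between TR1 and TR2 of BR3 had a mean of -0.00393 and an SD of 0.205, so that the limits of the mean ± 1.96 SD were -0.405 and 0.397. The SD was 0.383 in the lowest 10% of contigs by average natural log RPKM and 0.0835 in the highest 10%. The technical replicates of BR2 had a mean difference of -0.0163, an SD of 0.208, and SDs of 0.383 and 0.115 in the lowest and the highest 10%. For BR1 the mean difference was -0.00466 and the SD 0.333, with 0.509 in the lowest and 0.163 in the highest 10%. The SD of all contigs corresponds to limits of 1.92 times in either direction for BR1, 1.503 times for BR2 and 1.49 times for BR3. Lower RPKM went with a wider spread in all 3 pairs of lanes.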

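The straight line through the differences in natural log RPKM on the common contigs had a slope of 0.000303 (standard error 0.00158) for the technical replicates of BR3, 0.00262 (standard error 0.00158) for BR2 and 0.00753 (standard error 0.00312) for BR1. With contigs divided into 10 equal groups by average natural log RPKM, the median difference of a group ranged from -0.0174 to 0.00256 in BR3, from -0.0349 to -0.000743 in BR2 and from -0.0284 to 0.0180 in BR1. The slope of BR1 exceeded 2 standard errors over all contigs and was 6.45e-05 among contigs with an average APN of at least 5.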

**Figure 5:**
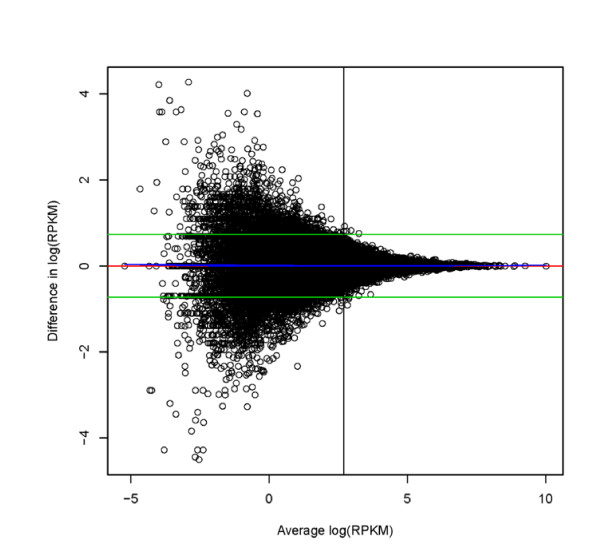
**Bland-Altman plot showing level of agreement between technical replicates for natural log transformed RPKM *D. simulans *biological replicate 3**. On the Y axis is the difference between technical replicates and on the X axis is the average between technical replicates. Green lines are the average of all differences +/- 1.96 (standard deviation of the differences). The red line is drawn at zero. The blue line is a loess fit. The discrepancy between technical replicates is a function of the estimated expression level. The horizontal line is drawn at an average coverage per nucleotide of 5. Bland-Altman plots for all the remaining comparisons among technical replicates are in Additional file 11.

Does the choice of the Flybase definition of an exon impact the results? If the empirically defined common contig is used instead of the Flybase exon, then by definition we are only examining regions seen in all technical replicates. 

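The D. simulans common contigs number 20339 and none had 0 reads in any of the 6 lanes. Their length ranged from 2 to 2152 bp with a median of 103 bp, and 2045 of them (10.1%) were shorter than the 36 bp read. The coverage averaged over a contig was under an APN of 3 in at least 1 lane for 1264 contigs (6.21%), whose median length was 37 bp. These contigs were mostly in the shallow lanes, with 696 and 726 contigs under an APN of 3 in TR1 and TR2 of BR1 and from 34 to 37 in each lane of BR2 and BR3. An APN of at least 5 was reached by 70.2% and 68.2% of the contigs in the lanes of BR1 and by 98.7% to 98.9% in the lanes of BR2 and BR3.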

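In D. simulans, 34.0% of the common contigs of BR1, 19.3% of BR2 and 19.1% of BR3 fell into different RPKM categories in the 2 lanes of a library. The paper's counts for Flybase exons (Table 2) are 14590, 8530 and 8648 of 60277 exons, or 24.2%, 14.2% and 14.3%. The contigs 2 or more categories apart made up 1.55%, 0.0492% and 0.0147%, and the paper's counts of 317, 2 and 6 exons make up 0.526%, 0.00332% and 0.00995%. The 9 level kappa was 0.692, 0.867 and 0.866 on contigs, and the paper's values on exons are 0.861, 0.909 and 0.905. The exon counts include exons with no reads in either lane, which cannot disagree, while the contigs all had reads in every lane. They also include exons detected in a single lane, a disagreement that the contigs cannot show. The former lowers the exon shares and the latter raises them. How far each of these bears on the gap between exons and contigs was not tested.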

Common contigs show greater levels of disagreement in the estimation of amount of expression between technical replicates than the Flybase exons. 

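For the technical replicates of D. simulans BR1, 45.0% of the 6070 common contigs with an average APN under 5 fell into different RPKM categories (95% Wilson interval 43.8% to 46.3%), against 29.3% of the 14269 contigs at 5 or more. In BR2 and BR3, 0 of 171 and 0 of 170 contigs under an APN of 5 fell into different categories, against 19.5% and 19.3% of the contigs at 5 or more. An APN of 5 corresponds to an RPKM of 26.8 and 27.9 in the lanes of BR1 and from 4.84 to 5.03 in the lanes of BR2 and BR3, inside the lowest category of RPKM below 10. The spread of the natural log RPKM does not depend on these borders. The SD of the difference between lanes was 0.557 in BR2 and 0.551 in BR3 for contigs under an APN of 5, and 0.202 and 0.199 for contigs at 5 or more. In BR1 it was 0.391 and 0.304. Differences above 2 times were more frequent under an APN of 5 by 3.63 percentage points in BR1, 16.7 in BR2 and 15.0 in BR3.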

Like the Flybase exons, areas of lower coverage are more likely to disagree (Additional File 9). 

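From an APN of 5 upwards, the share of D. simulans common contigs in different RPKM categories fell as coverage rose. In BR2 it was 26.1% of 1673 contigs at an average APN of 5 to 10, 25.4% of 5203 at 10 to 20, 21.2% of 7828 at 20 to 50, 10.7% of 3313 at 50 to 100 and 6.96% of 2127 at 100 to 1000. In BR3 the shares in the same ranges were 27.9%, 25.2%, 19.7%, 11.1% and 6.94%. In BR1 they were 35.1% of 8516 contigs, 24.0% of 3654, 15.4% of 1530, 17.6% of 386 and 5.03% of 179, and the rise from the range of 20 to 50 to that of 50 to 100 is within the 95% Wilson intervals (13.7% to 17.3% and 14.1% to 21.7%). Above an APN of 1000, 0 of 4 contigs of BR1, 2 of 24 of BR2 and 1 of 23 of BR3 fell into different categories. The SD of the difference in natural log RPKM fell from 0.364 at 5 to 10 to 0.122 at 50 to 100 in BR2, from 0.354 to 0.117 in BR3 and from 0.349 to 0.131 in BR1. At 100 to 1000 it was 0.0838 in BR3, 0.101 in BR1 and 0.126 in BR2.

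**Figure D1:**
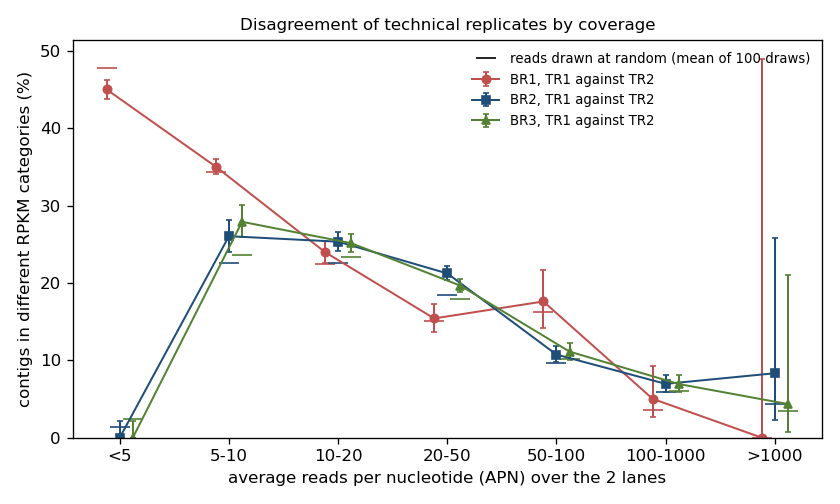
Percentage of D. simulans common contigs in different RPKM categories in the 2 lanes of a library (vertical axis) by average reads per nucleotide (horizontal axis). Points are the 3 biological replicates with 95% Wilson intervals over contigs, and dashes are the means of 100 pairs of lanes with reads drawn at random; the share falls from 45.0% to 5.03% in BR1 between the ranges under 5 and 100 to 1000, and is 0 in BR2 and BR3 under an APN of 5.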

The disagreement across technical replicates decreases as the coverage increases for all the data examined here (Table 2, Additional file 9).

Consistent with other reports [14,30] biological variation is larger than technical variation. 

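Over the common contigs of D. simulans, lanes of the same library put 24.1% ± 8.5 (SD, n = 3 pairs of lanes) of contigs in different RPKM categories, and lanes of different biological replicates 59.3% ± 20.4 (SD, n = 12 pairs of lanes, which share lanes and are not independent). The difference was 35.2 percentage points. Of the 15 ways to divide the 6 lanes into 3 pairs, the division by library gave the largest difference (one-sided exact permutation test, p = 0.067, the smallest p that 15 divisions allow). BR1 has fewer reads than BR2 and BR3, so the comparison was also made without it. For BR2 and BR3 alone, 31.8% ± 0.030 (SD, n = 4 pairs of lanes) of contigs differed between replicates, against 19.3% and 19.1% within, a difference of 12.5 percentage points, and the division by library was the largest of 3 (one-sided exact permutation test, p = 0.33, the smallest p that 3 divisions allow). With BR2 and BR3 thinned at random to the reads of BR1, the difference over all 6 lanes was 26.5 points. The SD of the difference in natural log RPKM was 0.333, 0.208 and 0.205 within BR1, BR2 and BR3, 0.327 ± 0.0017 (SD, n = 4) between BR2 and BR3, and 0.752 ± 0.0063 (SD, n = 4) between BR1 and BR2.

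**Figure D2:**
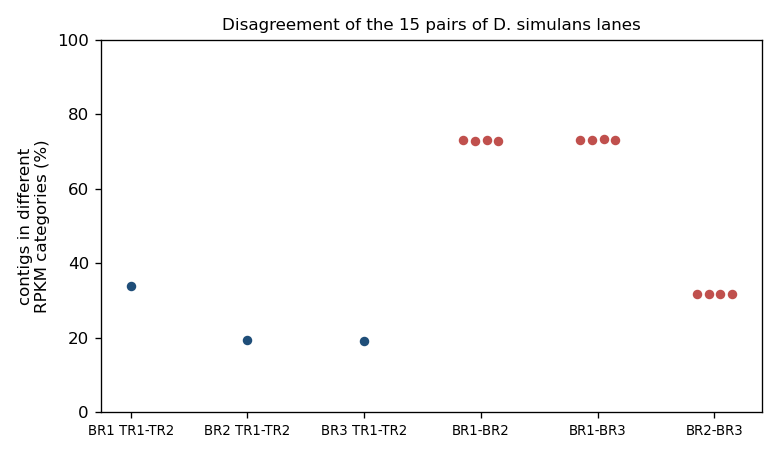
Percentage of D. simulans common contigs in different RPKM categories (vertical axis) for each of the 15 pairs of lanes. Each point is a pair of lanes, blue for the 2 lanes of one library and red for lanes of different biological replicates; the technical pairs lie at 34.0%, 19.3% and 19.1%, the pairs of BR2 and BR3 near 31.8% and the pairs with BR1 near 73.0%.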

The number of exons detected in both replicates is lower between biological replicates (Table 2). Some of these differences may be due to the flow cell/lane assignments, which are unknown for all of these experiments. 

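On the common contigs, the lanes of D. simulans BR1, with 5174398 and 4979485 mappable reads, and the lanes of BR2 put 73.0% ± 0.21 (SD, n = 4 lane comparisons) of contigs in different RPKM categories, and 22.0% ± 0.64 (SD, n = 4) 2 or more categories apart. For BR1 and BR3 the shares were 73.2% ± 0.12 and 22.5% ± 0.15 (SD, n = 4). For BR2 and BR3, with 27595266 to 28691914 mappable reads per lane, they were 31.8% ± 0.030 and 1.00% ± 0.040 (SD, n = 4). To set the depths equal, the reads of the BR2 and BR3 lanes were thinned at random to the mean mappable reads of BR1. The technical replicates then put 40.0% (95% Wilson interval 39.3% to 40.7%) of contigs of BR2 and 40.5% (39.9% to 41.2%) of BR3 in different categories, against 34.0% in BR1 as sequenced. Lanes of BR2 against lanes of BR3 at this depth put 46.4% in different categories. The thinning treated fractions of reads as whole reads and left 837 and 815 values of 0 reads in BR2 and BR3. Both can add disagreement, so the higher shares of the thinned lanes do not show that BR1 agreed better at equal depth. Thinned to the BR1 reads summed over the common contigs, the technical replicates of BR2 and BR3 gave 35.6% and 34.8%. The natural log RPKM was higher in BR1 by 0.336 ± 0.0098 (SD, n = 4) than in BR2 and by 0.361 ± 0.0035 (SD, n = 4) than in BR3, averaged over contigs. Of the 11998 contigs with an APN of at least 5 in every lane, 8228 were higher in both lanes of BR1 than in all 4 lanes of BR2 and BR3, and 1704 were lower. An APN of 5 corresponds to an RPKM of 26.8 and 27.9 in the lanes of BR1 and of 4.84 to 5.03 in the others, so this minimum keeps contigs that are high in BR1. The contigs also held a larger share of the mappable reads in BR1 (17.1% and 17.0%) than in BR2 and BR3 (11.5% to 11.9%). Neither these counts nor the mean differences in natural log RPKM were rescaled for it. The minimum and the larger share both raise the count of contigs higher in BR1. The larger share also raises the mean differences, which are therefore not evidence of a general rise in expression. The largest rises in BR1 were those of common_contig_11573, with an RPKM of 11900 and 11574 in BR1, 30.4 and 422 in BR2, and 12.3 and 21.8 in BR3, and of common_contig_7513, with 5908 and 5932 in BR1, 21.2 and 247 in BR2, and 12.0 and 17.6 in BR3. In both, TR2 of BR2 was over 10 times TR1 of the same library. The largest falls were those of common_contig_6978, of 17 bp, with 43.6 and 39.0 in BR1 and from 379 to 568 in the other lanes, and of common_contig_15983, of 47 bp, with 31.0 and 32.9 in BR1 and from 293 to 363 in the others. These falls rest on 3.83 and 3.31 reads and on 7.53 and 7.69 reads in the lanes of BR1.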

Consistent with previous reports, the level of coverage makes a large difference and some of the biggest disagreements are in the *D. simulans *experiments where 1 biological replicate has ~5 million reads where the other biological replicates had ~28 million reads. These samples must have been run not only on different flow cells but also on different iterations of the technology. Based on previous findings, the finding that these samples have the largest differences and lowest agreement is not surprising.

## Discussion

The number of exons detected, was approximately 64% (out of 60,277 exons covering genome positions total) in lanes with 5-7 million reads and 84% in lanes with approximately 27 million reads. The results of this study indicate exons are not consistently detected among technical replicates when the average coverage for that exon is less than 5 reads per nucleotide. Additionally, the coefficient of variation can be very high for exons with coverage of less than 5 reads per nucleotide. Between lanes, exons that are detected in both lanes with one of those being at low coverage, disagree in the estimates of abundance (RPKM) between technical replicates, leading us to conclude that when analyzing data for differential expression, one could consider identifying exons with coverage less than 5 for closer examination. These findings are consistent across different versions of the technology, different species, and different laboratories (E1 and E2 vs E3). The number of exons covered with an average of 5 reads per nucleotide--only 21% of all exons in lanes with 5-7 million reads and 58-60% in lanes with 27 million reads--is substantially smaller than the number of exons detected.

Although agreement improves once coverage is above 5, it is not perfect and disagreement can be large even when coverage is high. 

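Among the D. simulans common contigs with an average APN of at least 100 over the 2 lanes, the largest difference between the technical replicates of BR1 was that of common_contig_11105, a contig of 112 bp with an RPKM of 807 in TR1 and 485 in TR2, or 1.66 times, at an APN of 150 and 87.0. There were 183 contigs at this coverage. The difference of common_contig_11105 in natural log RPKM was 0.509, past the 95% limit of 0.141 for reads drawn at random, and 0.513 after TMM scaling. That limit is for a single contig, and this contig was chosen as the largest of 183. In BR3 the largest of 1954 was common_contig_8237, of 15 bp, with an RPKM of 91.7 and 131 at an APN of 91.1 and 131. In BR2 the largest of 2151 was common_contig_11573, of 38 bp, with an RPKM of 30.4 in TR1 and 422 in TR2, or 13.9 times, from 31.8 and 460 reads. An RPKM more than 2 times different was seen in 0 of the 183 contigs of BR1, 3 of the 2151 of BR2 and 0 of the 1954 of BR3, and 95% of these contigs differed by less than 0.184, 0.177 and 0.168 in natural log RPKM. The contig with the highest RPKM over the 6 lanes was common_contig_9, from position 12733 to 12803 of the mitochondrial genome in Flybase version 5 coordinates. Its RPKM was 10719 and 11325 in BR1, 60430 and 55048 in BR2, and 83800 and 83013 in BR3. The files do not pair contigs with gene names.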

Why are there such large discrepancies in detection and in estimates of expression across technical replicates? The underlying assumption for all gene expression technology, whether microarray, SAGE, Q-PCR or RNA-seq, is that the final measurement of gene expression for a particular sample is proportional to the underlying population of mRNA extracted from that sample. The variability in exon detection, and the disagreements in estimates of expression are perplexing. A possible explanation would be the choice of the particular normalization. However, the results are virtually identical if we use an average per nucleotide or RPKM. 

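For the D. simulans common contigs, the APN of each lane was put on the RPKM scale with 1 factor shared by the 2 lanes of a library, which leaves out the scaling of each lane to its own mappable reads. The share of contigs in different categories was then 34.5% in BR1, 20.2% in BR2 and 19.1% in BR3, against 34.0%, 19.3% and 19.1% with RPKM. The value of BR2 lies above the 95% Wilson interval of its RPKM value (18.8% to 19.8%), and the others lie inside theirs. The shares 2 or more categories apart were 1.59%, 0.0541% and 0.0147% with APN and 1.55%, 0.0492% and 0.0147% with RPKM.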

A normalization constant [29] was also estimated and found to be close to 1 among technical replicates, indicating that these results cannot be explained by improper normalization. There are at least two obvious explanations for observing this disagreement: insufficient mixing and a very low sampling fraction.

If any of the solutions generated during preparation for cluster generation are insufficiently mixed, then the distribution of reads across samples is expected to be uneven. This would be similar to what Student saw in his experiment with yeast cells [32]. In this experiment, insufficient mixing was partially attributed to the tendency of yeast cells to "stick together in groups which was not altogether abolished even by vigorous shaking." Student developed the negative binomial in response to this observation. In the negative binomial distribution the variance is larger than in a Poisson distribution. The standard Poisson has a variance equal to the mean. Poisson distributions that allow for over dispersion are general, and the negative binomial is one particular type of over dispersion. The overdispersed Poisson has been proposed for modeling RNA-seq data [12,14,15,33,34].

For both the *D. melanogaster *and *D. simulans *experiments, technical replicates were derived from an individual library analyzed on multiple lanes. Thus, discordance between the technical replicates must have occurred after library synthesis, presumably during generation of the templates on the flow cell. We can envision other experimental plans in which technical replicates are derived from an individual sample, prior to library synthesis. In this latter case, discordance between technical replicates could arise during or after library preparation. Modifications of the protocol have been developed that omit potential bias due to amplification [35]. An inspection of the cluster generation protocol (Figure 2), carried out after library synthesis, reveals additional places where variation might be introduced. The initial step of the protocol entails at least one large dilution step. Any uneven distribution of molecules in the library at this point, whether due to incomplete mixing or DNA-DNA interactions assisted by cations [36], could lead to differences in the molecules loaded onto a lane. Single stranded libraries may have better mixing. If there is aggregation of molecules in solution, then the current protocol could be modified to a dilution series with particular care taken to ensure molecules are mixed well and neither aggregate nor degrade in the process. Non-uniformity in solution is not limited to cDNA given that RNA molecules, used as input into library synthesis, can form intra- and intermolecular interactions. RNA solutions containing high concentrations of divalent metal ions are particularly prone to forming RNA aggregates [37]. As an extreme example, more than half of the RNA in a pool of random RNA sequences was found to aggregate together through self-complementarity and precipitate out of solution under conditions favoring intramolecular interactions [38]. Although it is not possible to determine from these experiments if unequal mixing is a problem, removing or reducing the potential for this problem should be a relatively straightforward modification of the current protocols.

The other possibility is that discrepancies among technical replicates are due to the sampling fraction, 0.0013% for 30 million reads (Figure 2). This fraction is so low that the behavior of random sampling in this particular scenario should be examined. The simulation study performed here indicates that data are consistent with this hypothesis. Marioni (2008) [15] also reported data consistent with randomness. Agreement between technical replicates in the simulated data (Figure 6A,B,C) shows the same patterns as the three sets of real data presented here. In the simulated data, there are also examples of genes with substantial disagreement among technical replicates. This indicates that the observed disagreement can be explained by the low sampling fraction, and that the results are consistent with the expectations of random variation. 

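For the common contigs of D. simulans, the reads of a contig were compared between the 2 lanes of a library with the split expected from the lanes' summed reads. The variance of the reads over the binomial variance was 0.957 (standard error 0.011, 18424 contigs) in BR1, 1.24 (standard error 0.044, 20067 contigs) in BR2 and 1.11 (standard error 0.012, 20089 contigs) in BR3. A value of 1 is that of whole reads drawn at random. Reads that lie partly on a contig count as fractions and lower the variance. With the variance expected of such reads in the denominator, the ratios were 1.10 (standard error 0.013), 1.46 (standard error 0.056) and 1.29 (standard error 0.013). This correction was added after the data were seen. Reads were also drawn at random 100 times at the mean rate of each contig in a pair, with reads lying partly on a contig counted as fractions and no minimum on the coverage drawn. The drawn lanes put 34.2% (range 33.5% to 35.0%) of contigs in different RPKM categories for BR1, 17.0% (16.4% to 17.5%) for BR2 and 17.4% (16.7% to 18.0%) for BR3, against 34.0%, 19.3% and 19.1% observed. The value of BR1 lies within the range of the draws, and those of BR2 and BR3 lie above it. The contigs were kept for coverage in all lanes, and the draws had no such minimum. The match of BR1 therefore does not show that its lanes varied only as random reads do. Contigs 2 or more categories apart made up 2.31% (range 2.10% to 2.56%) in the draws for BR1 and 1.55% as observed, and the SD of the difference in natural log RPKM was 0.379 in the draws and 0.333 as observed. Under an APN of 5, 47.8% of the BR1 contigs differed in the draws and 45.0% (95% Wilson interval 43.8% to 46.3%) as observed. The SD was 0.191 in the draws against 0.208 in BR2, and 0.194 against 0.205 in BR3. From the same patterns in its simulated and real data, the paper reasons that the disagreement can be explained by the low sampling fraction.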

What is initially surprising is the size of the random fluctuation. However, when the sampling fraction is considered, the results are less surprising.

**Figure 6:**
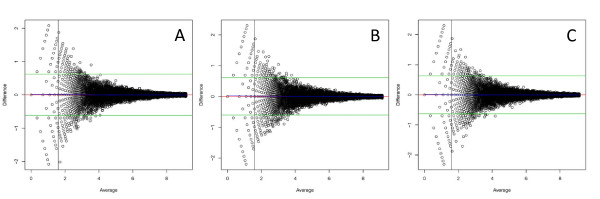
**Bland-Altman plot for simulated data**. The data were log transformed and the average of the two technical replicates is on the X axis and the difference between technical replicates is on the Y axis. (A) Simulated replicates 1 versus 2. (B) Simulated replicates 1 versus 3. (C) Simulated replicates 2 versus 3. Green lines are the average of all differences +/- 1.96 (standard deviation of the differences). The red line is drawn at zero. The blue line is a lowess fit.

This study demonstrates that the current nature of the technology is to expect variation between single lanes both in exon detection and estimation of gene expression using RPKM. Technical variation, while smaller than the biological variation, cannot be ignored and should be accounted for in the study design.

The fundamental principles of statistical experimental design are thus just as important as ever, even with modern technology. R.A. Fisher defined these fundamentals to be randomization, replication and blocking [13,39]. The optimal experimental design strategy will depend on the objectives of the study at hand. Randomization and blocking are important to incorporate in order to avoid confounding of biological with systematic experimental effects. Likely experimental effects in mRNA Seq data include lane, flow cell or library preparation batch. Randomized block designs have been shown to be an efficient use of resources while ensuring legitimate comparisons to be made. Multiplex designs [12] represent another good solution which would ensure more complete coverage of exons across biological replicates and eliminate lane as a potential confounding variable in small experiments. Consider the following simple example of three biological replicates for treatments and three biological replicates for controls for a Drosophila experiment. If each sample is run on a single lane and more coverage is needed, then another full set of 6 lanes is necessary. In contrast, a single multiplexed run where all 6 samples are run on all 6 lanes has been proposed [12]. Exons seen in some technical replicates but not others are clearly a result of technical variation. In this design the total coverage remains almost the same as in the simple design. The added benefit is that small numbers of extra lanes can be run if more coverage is desired.

A replication strategy must be chosen as well with an appropriate balance between biological replicates and technical replicates [40-43]. While, increasing the number of biological replicates increases the precision and generalizability of a study more than increasing the number of technical replicates; for studies where low abundant mRNAs are the focus, increasing technical replication may also be important.

## Conclusions

RNA-seq experiments need to replicate the results both technologically and biologically as the technical variation in exon presence and absence as well as amount of coverage is not negligible. Consistent with random variation due to low sampling fractions, technical variation is most pronounced in the variability of detection of exons when coverage is low. However, disagreements between estimates of expression can occur at all levels of coverage.

## Authors' contributions

LMM designed the study, did analyses and wrote the paper, KKL did analyses, designed and executed simulation study, contributed to writing of the paper, AMM designed experiments and writing of the paper, VA carried out all bioinformatics pipeline design and execution, ALO designed experiments and contributed to the paper, LJY designed experiments and contributed the paper, and SVN designed experiments and contributed to writing of the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Overlapping exons combined into single genomic region**. D. melanogaster ovo gene (Flybase ID BFgn0003028) used as an example of combining overlapping exons into a single genome region for mapping purposes. Format PDF. View with Adobe. Click here for file

Additional file 2 **Chromosome postions for overlapping exons combined into single genomic regions**. Format TSV. View with Wordpad. Click here for file

Additional file 3 **Perl script for mapping between exons and a genome region**. Format PL. View with Wordpad. Click here for file

Additonal File 4 **Perl script that converts contiguous sequences in a SAMtools consensus pileup to FASTA, BED, or coordinate tables**. Format PL. View with Wordpad. Click here for file

Additional file 5 **Perl script to find common sequences from contig BEDs**. Format PL. View with Wordpad. Click here for file

Additional file 6 **St_2a_D.melanogaster_common_contigs.bed**. BED file containing chromosome postion, start, end and common_contig_ID for *D. melanogaster *experiment (Experiment 1). Format BED. View with Wordpad. Click here for file

Additional file 7 **St_2b_Dsimulans_common_contigs.bed**. 

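This file gives the position of each common contig of the D. simulans lanes on the D. melanogaster genome of Flybase version 5, to which the authors reported all alignments. Of the 2000 contigs whose positions were read here, 1945 are on chromosome arm 2L, 44 on 2RHet and 11 on the mitochondrial genome. In all 2000, the contig length used for the RPKM equals the listed end minus the listed start plus 1, which is 1 bp longer than the interval when the start is counted from 0 as in a BED file. Common contigs were found from the contigs of the single lanes by their starts within a window, keeping the latest start and the earliest end, so that a common contig is the part shared by the lanes and can be shorter than a read.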

BED file containing chromosome postion, start, end and common_contig_ID for *D. simulans *(Experiment 2). Format BED. View with Wordpad. Click here for file

Additional file 8 **St_2c_167_common_contigs.bed. BED file containing chromosome postion, start, end and common_contig_ID for c167 experiment (Experiment 3)**. Format BED. View with Wordpad. Click here for file

Additional file 9 **Agreement between technical replicates and biological replicates for RPKM measured on common contigs**. A comparison in the agreement of the estimation of the amount of expression. Agreement in whether common contigs are expressed, expressed at a low level (0 < RPKM < 20), and expressed at a high level (RPKM > 20) and agreement on a 9 level ordinal scale as follows: RPKM less than 10, 20, 40, 80, 160, 320, 1000 and greater than 1000. Agreement was measured using a kappa coefficient. 

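A log in these counts is a step on the 9 level scale of RPKM: contigs that disagree by 1 log or more are those in different categories, and contigs that disagree by 2 logs are those 2 or more categories apart. Counted in this way from the deposited RPKM, the technical replicates of D. simulans gave 6909, 3924 and 3894 contigs in different categories and 315, 10 and 3 contigs 2 or more categories apart for BR1, BR2 and BR3. The 9 level kappas with linear weights were 0.692, 0.867 and 0.866. On the natural log scale itself, 268, 44 and 34 contigs differed by more than 1, and 1, 4 and 3 contigs by more than 2.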

The number of common contigs where disagreement is greater than 2 logs and greater than one log are also given. Format XLS. View with Excel. Click here for file

Additional file 10 **Length of the Exon does not explain disagreement in technical replicates**. Coverage plots of the c167 cell lines data. The Y axis is the average coverage across all technical replicates. A bar is drawn if the exon is present (at any coverage level) in that technical replicate. The 10th percentile represents that bottom 10% of the exons in length while the 90th percentile represents the top 10% of exons by length. Format PDF. View with Adobe Click here for file

Additional file 11 **Bland Altman plots for each biological replicate**. Click here for file

# Supplementary material for: RNA-seq: technical variability and sampling
**Source:** BMC Genomics. 2011 Jun 6;12:293. doi: 10.1186/1471-2164-12-293

Supplementary Figure 1. Overlapping exons combined into single genomic region. *D. melanogaster* ovo gene (Flybase ID BFgn0003028) used as an example of combining overlapping exons into a single genome region for mapping purposes.

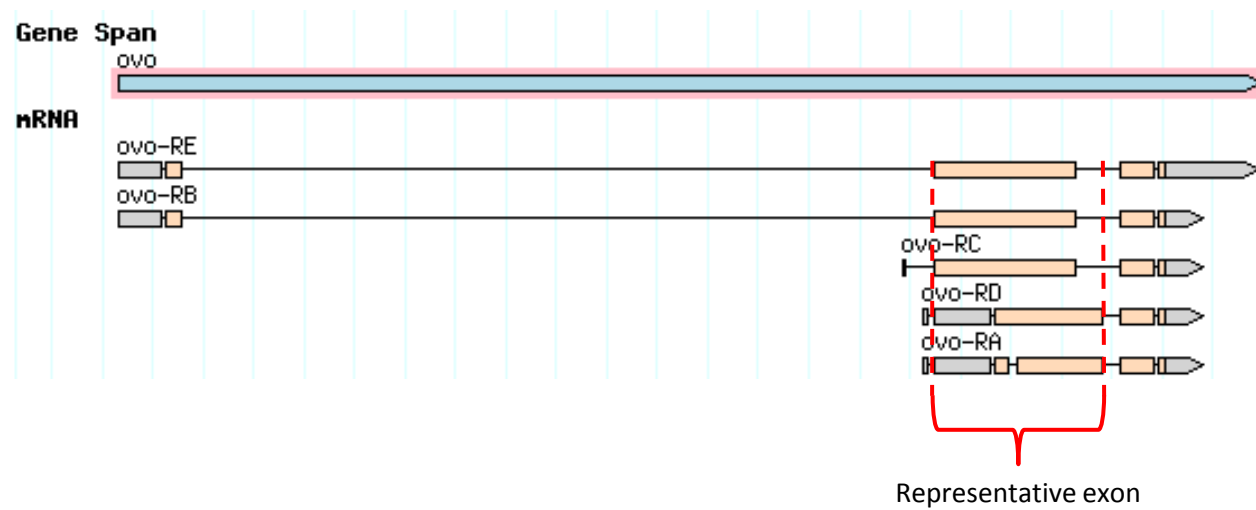

**Supplement:** Additional file 1 — Overlapping exons combined into single genomic region. D. melanogaster ovo gene (Flybase ID BFgn0003028) used as an example of combining overlapping exons into a single genome region for mapping purposes. Format PDF. View with Adobe.

# Supplementary material for: RNA-seq: technical variability and sampling
**Source:** BMC Genomics. 2011 Jun 6;12:293. doi: 10.1186/1471-2164-12-293

# c167 10 th percentile

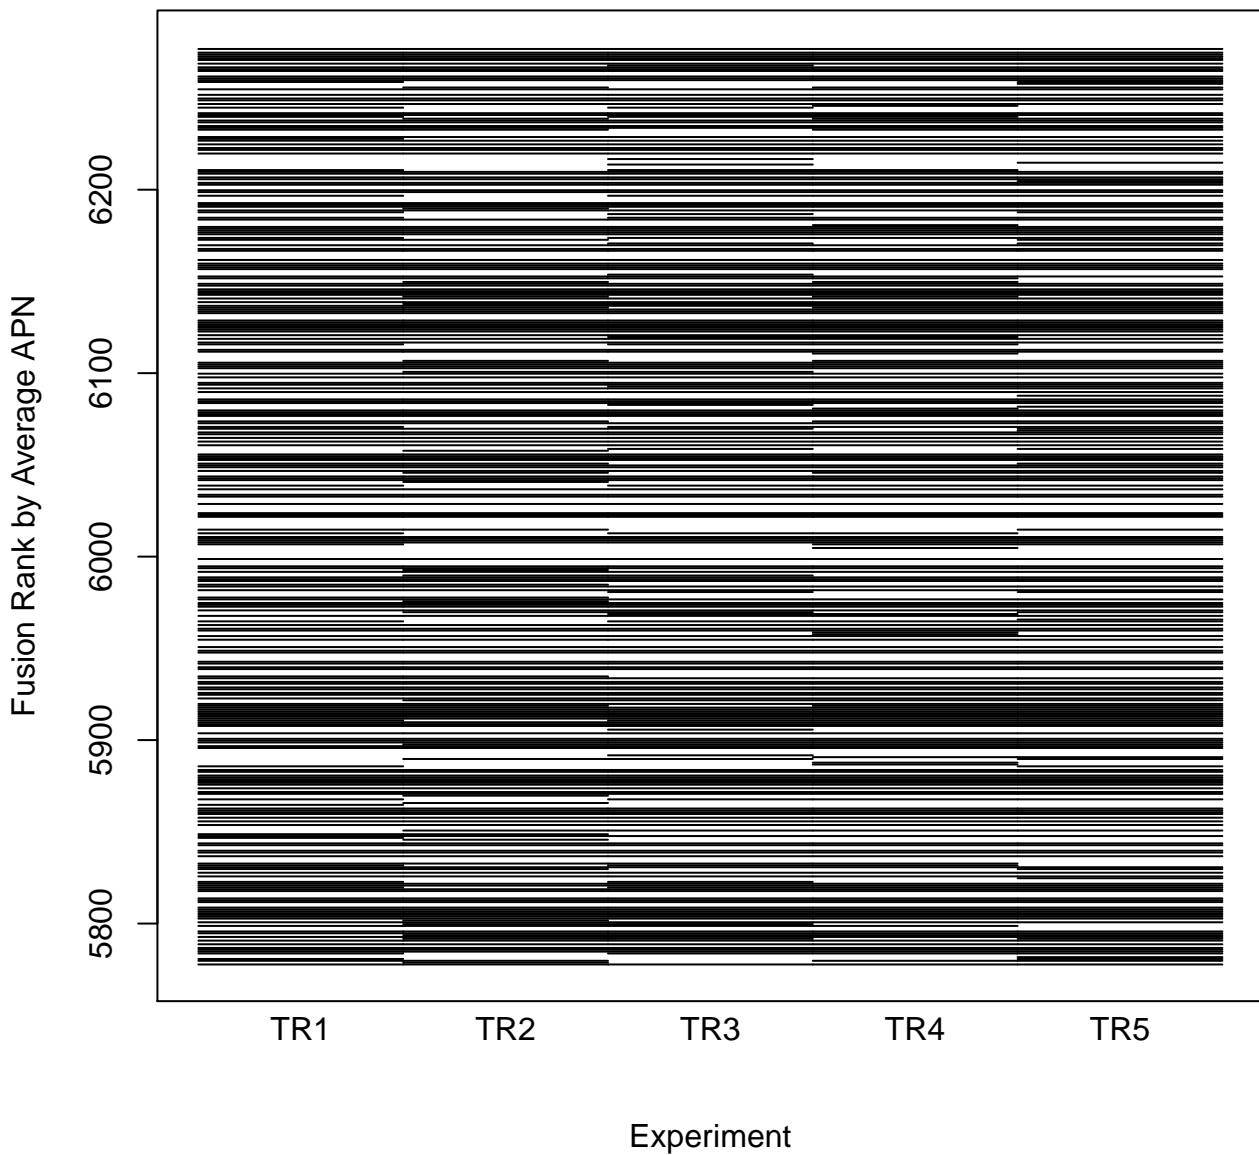

# c167 20 th percentile

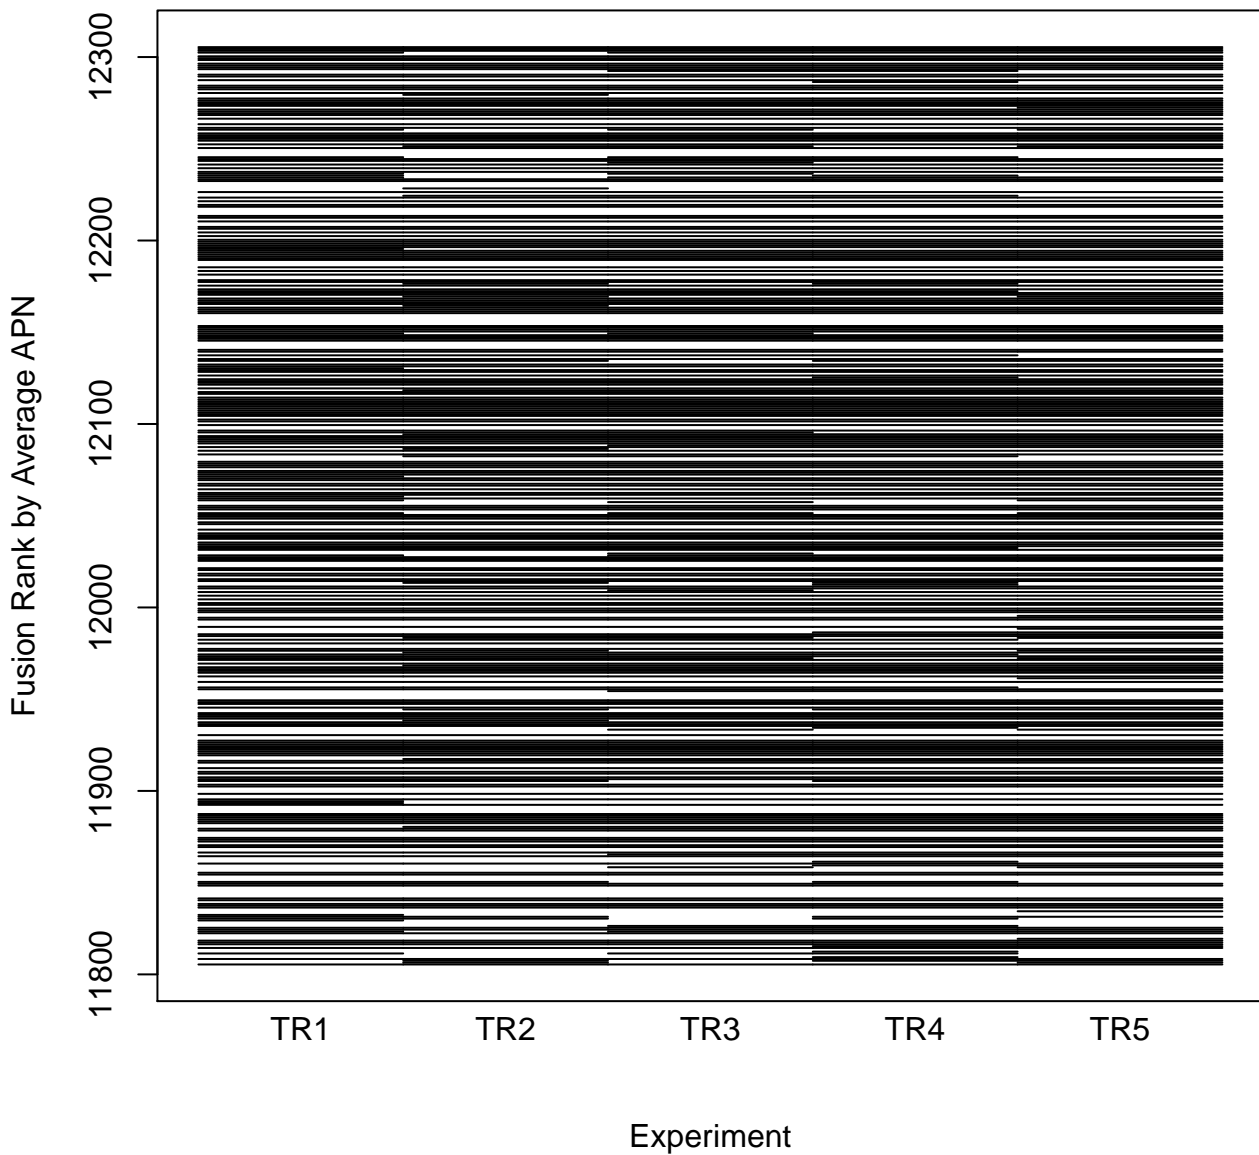

# c167 30 th percentile

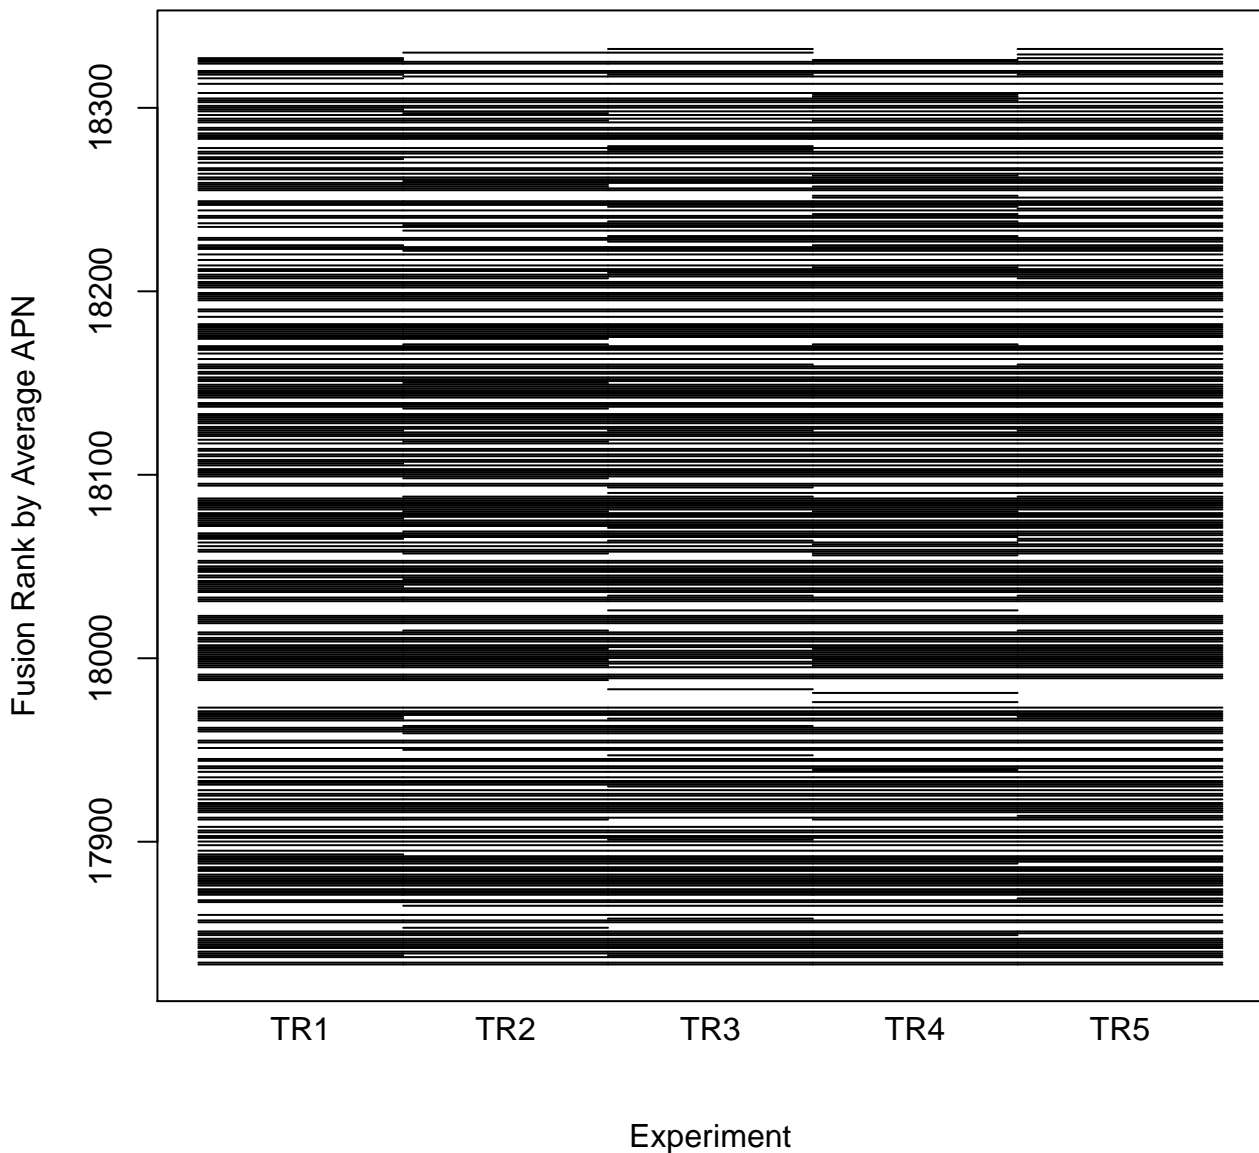

# c167 40 th percentile

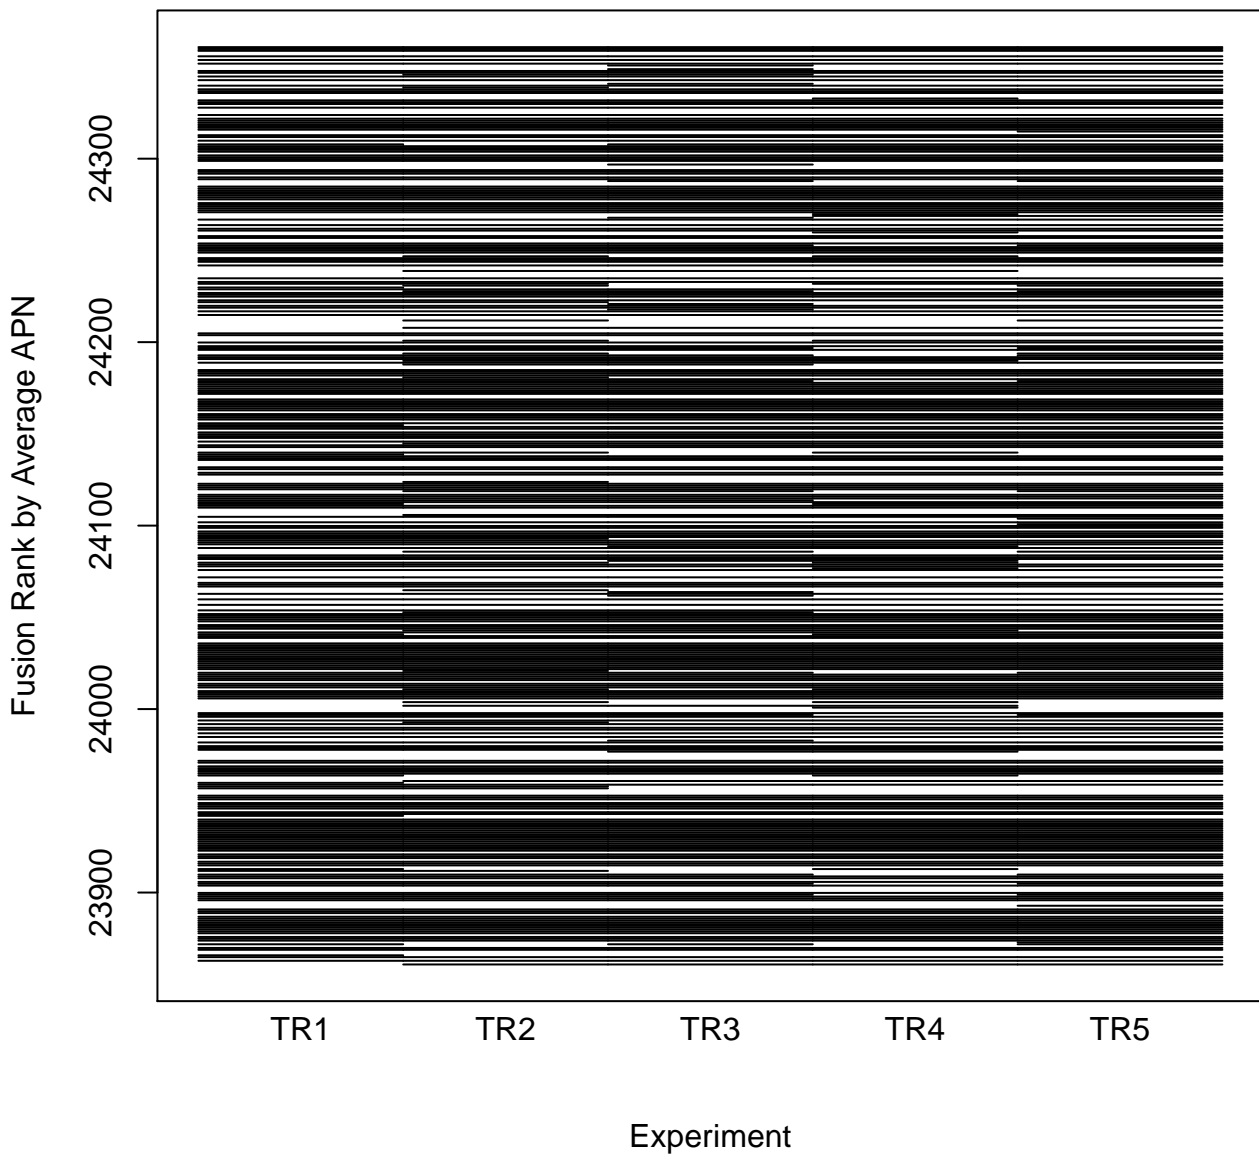

# c167 50 th percentile

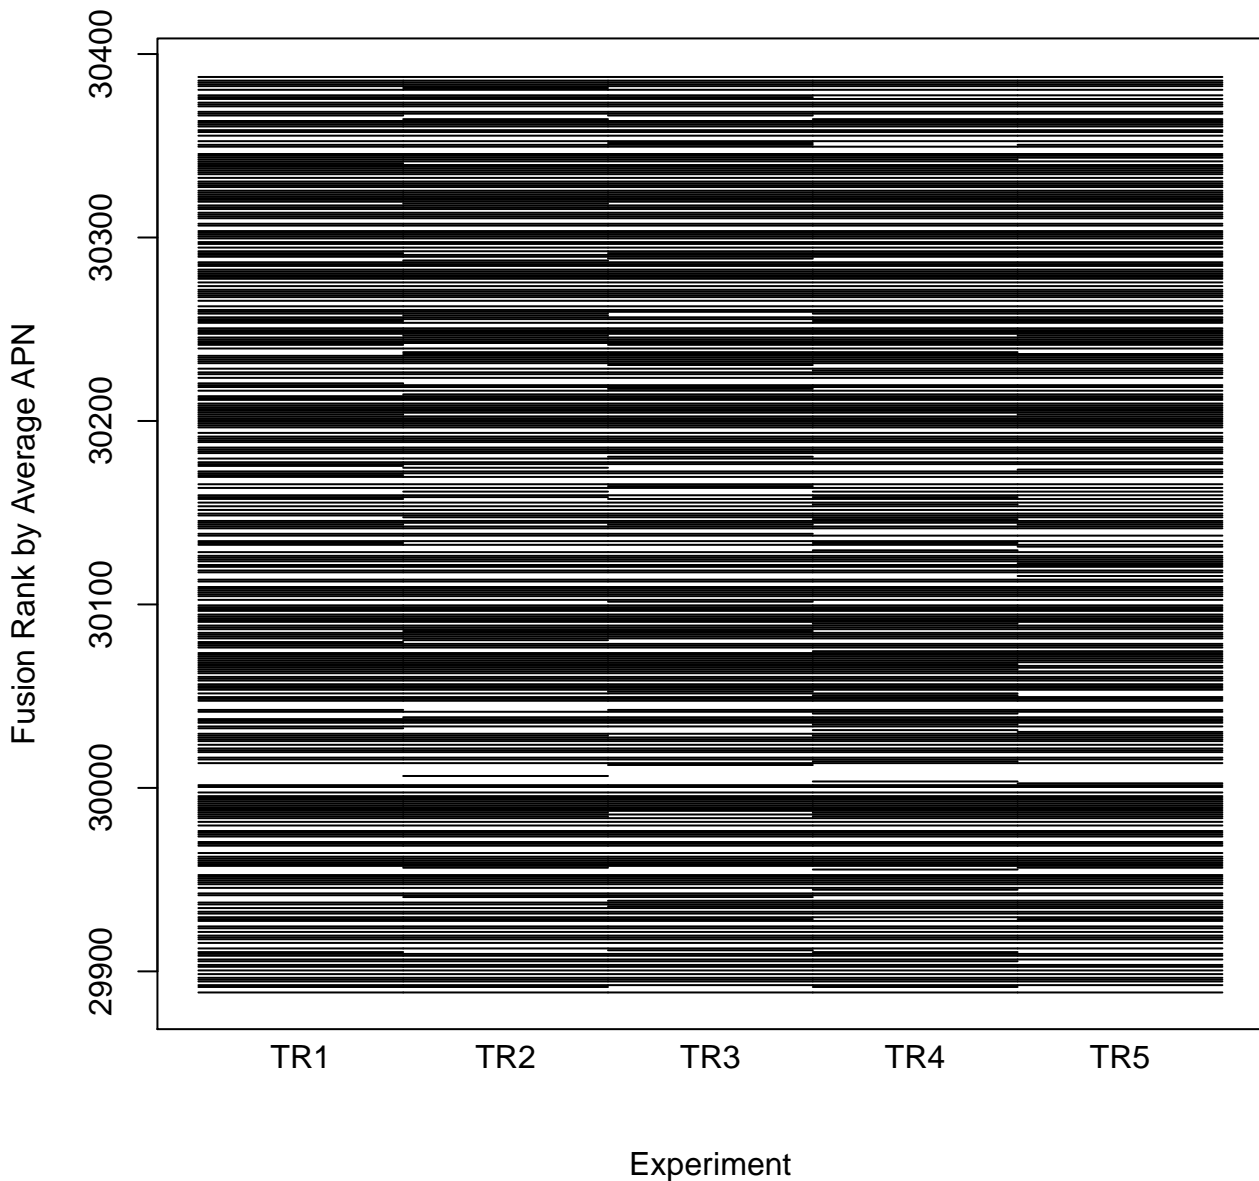

# c167 60 th percentile

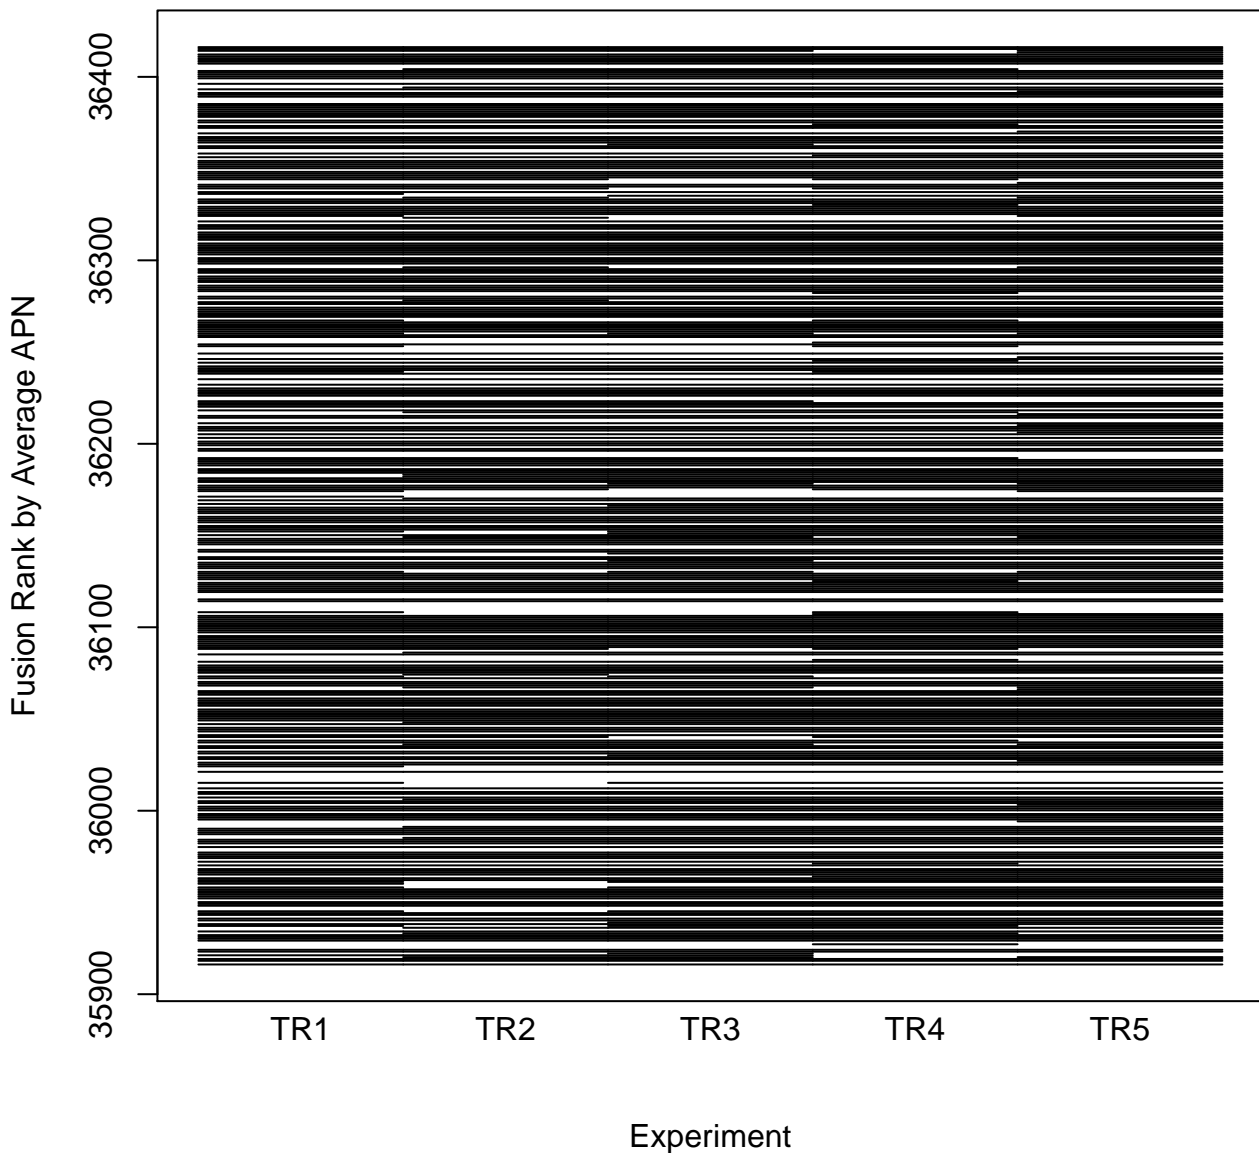

# c167 70 th percentile

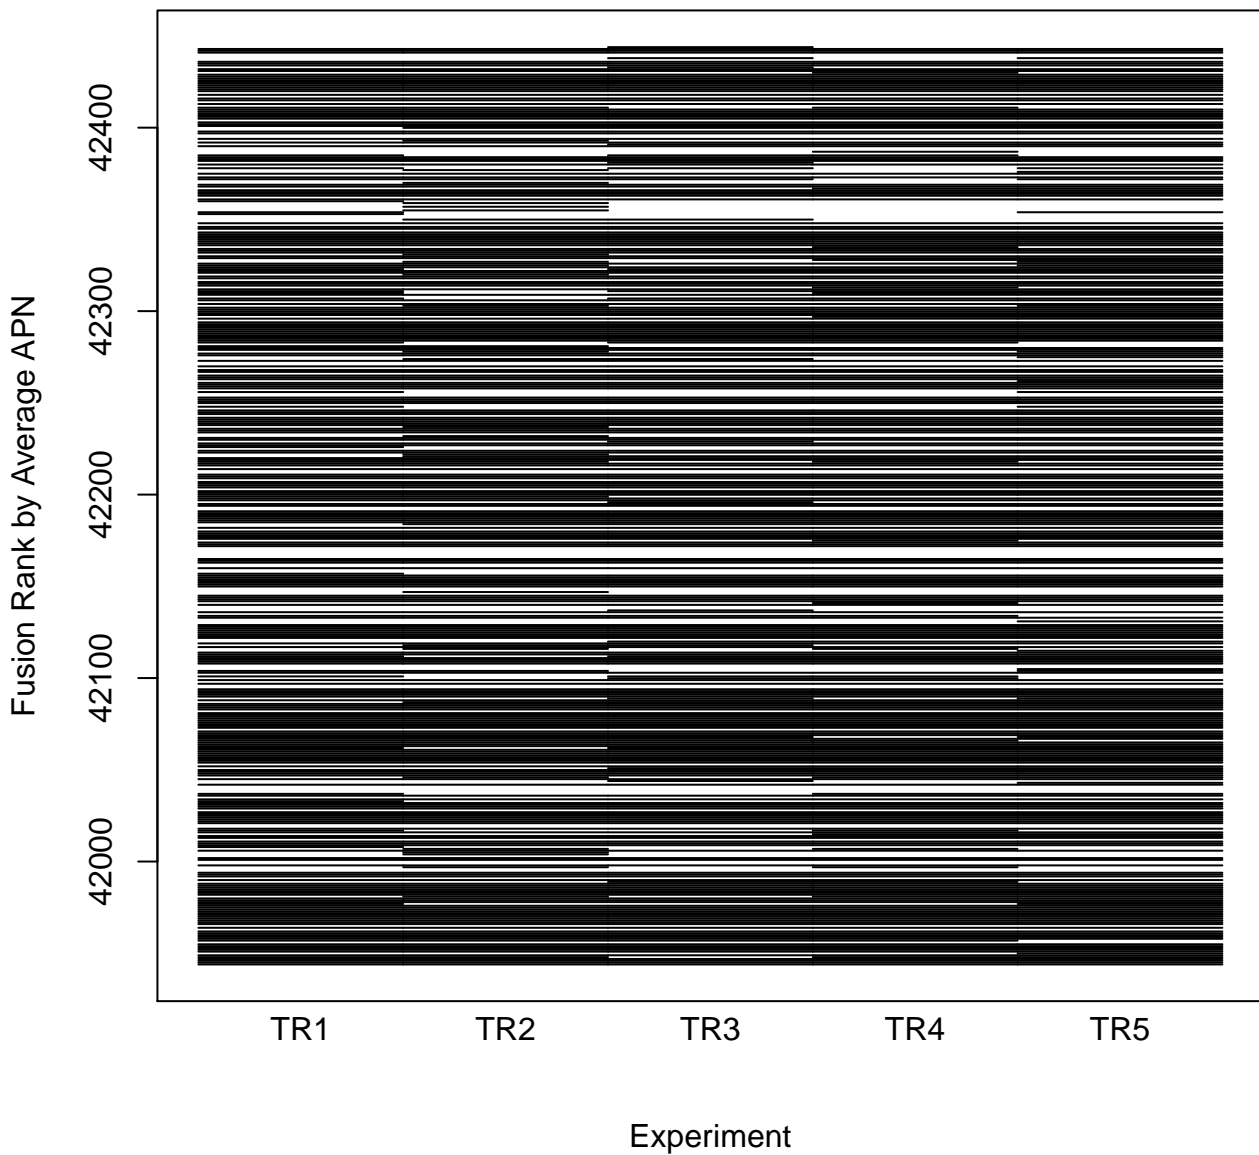

# c167 80 th percentile

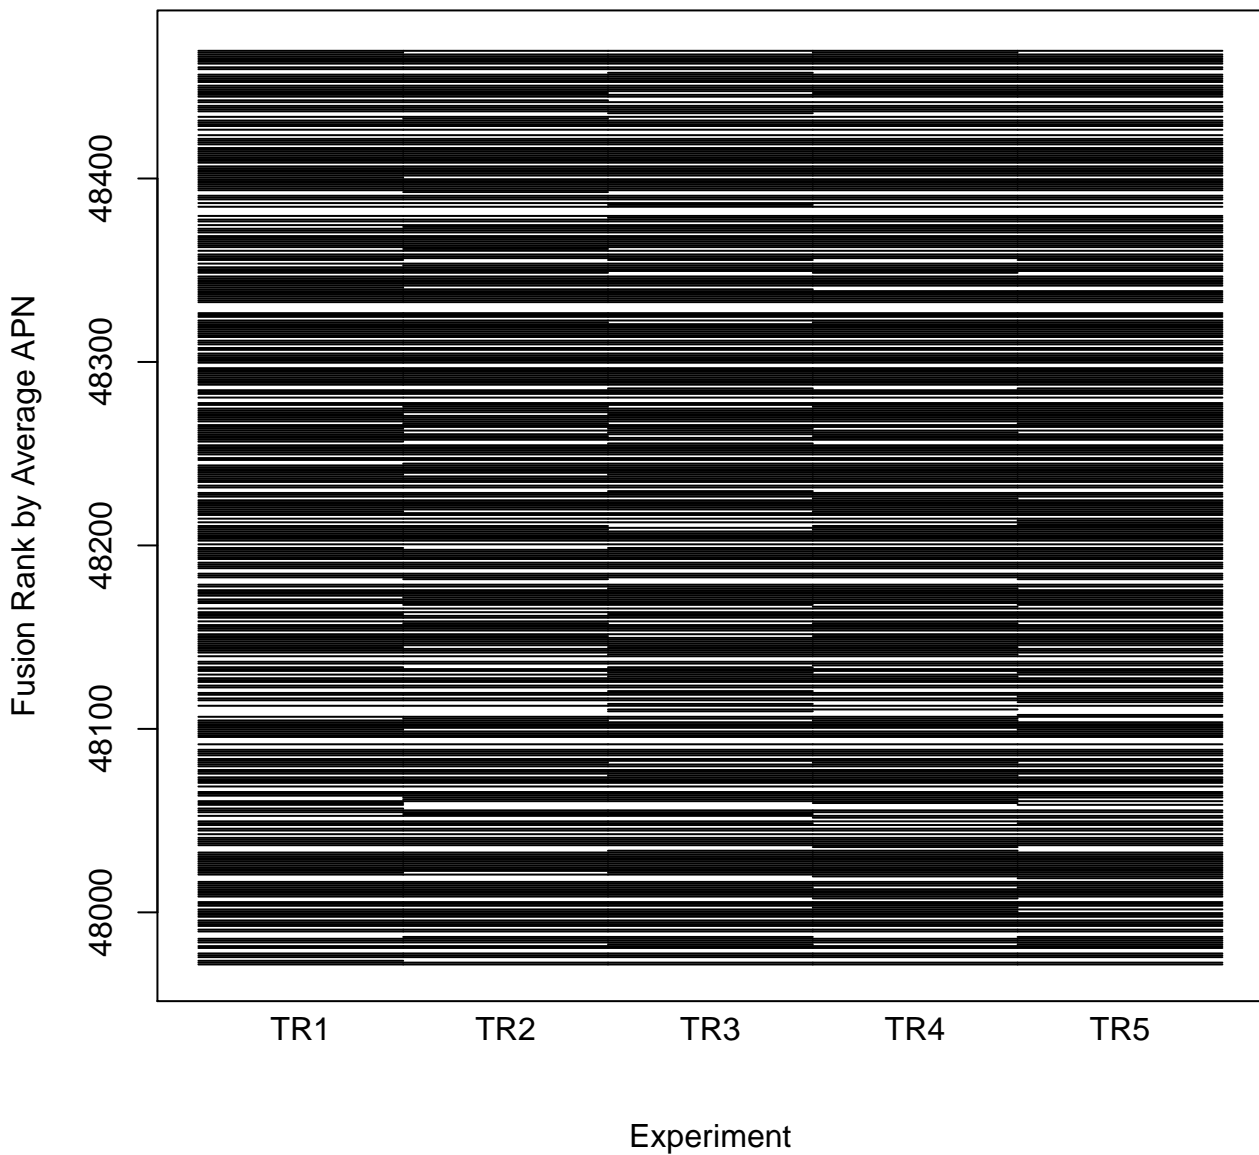

**Supplement:** Additional file 10 — Length of the Exon does not explain disagreement in technical replicates. Coverage plots of the c167 cell lines data. The Y axis is the average coverage across all technical replicates. A bar is drawn if the exon is present (at any coverage level) in that technical replicate. The 10th percentile represents that bottom 10% of the exons in length while the 90th percentile represents the top 10% of exons by length. Format PDF. View with Adobe

# Supplementary material for: RNA-seq: technical variability and sampling
**Source:** BMC Genomics. 2011 Jun 6;12:293. doi: 10.1186/1471-2164-12-293

**Bland-Altman Plot**  
***Drosophila simulans***  
**Biological Replicate 1**

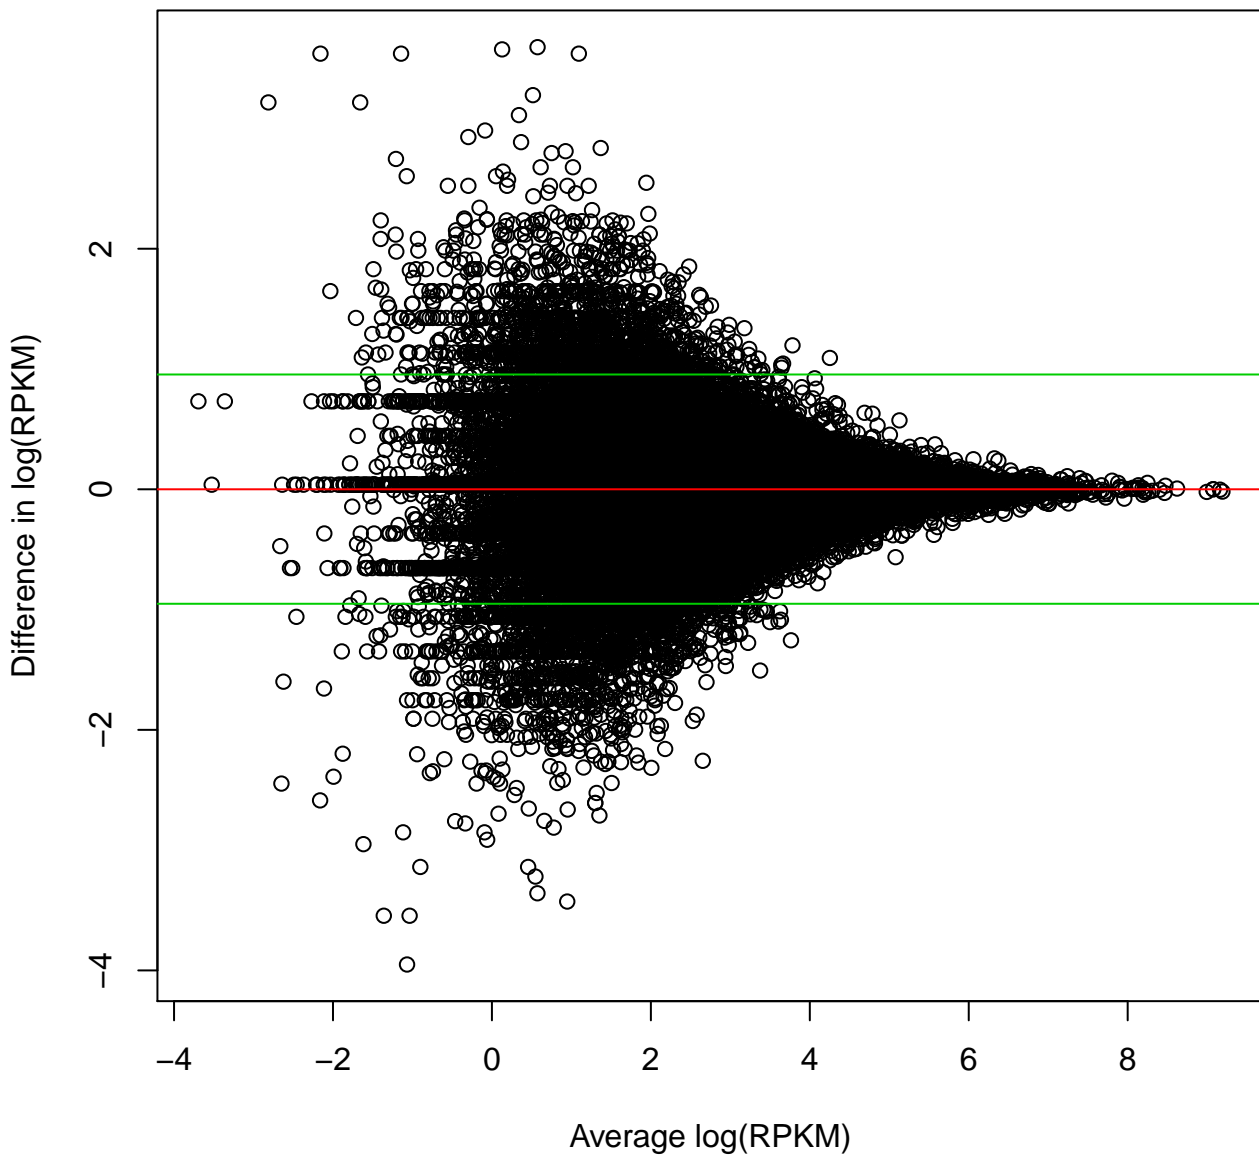

**Bland-Altman Plot**  
***Drosophila simulans***  
**Biological Replicate 2**

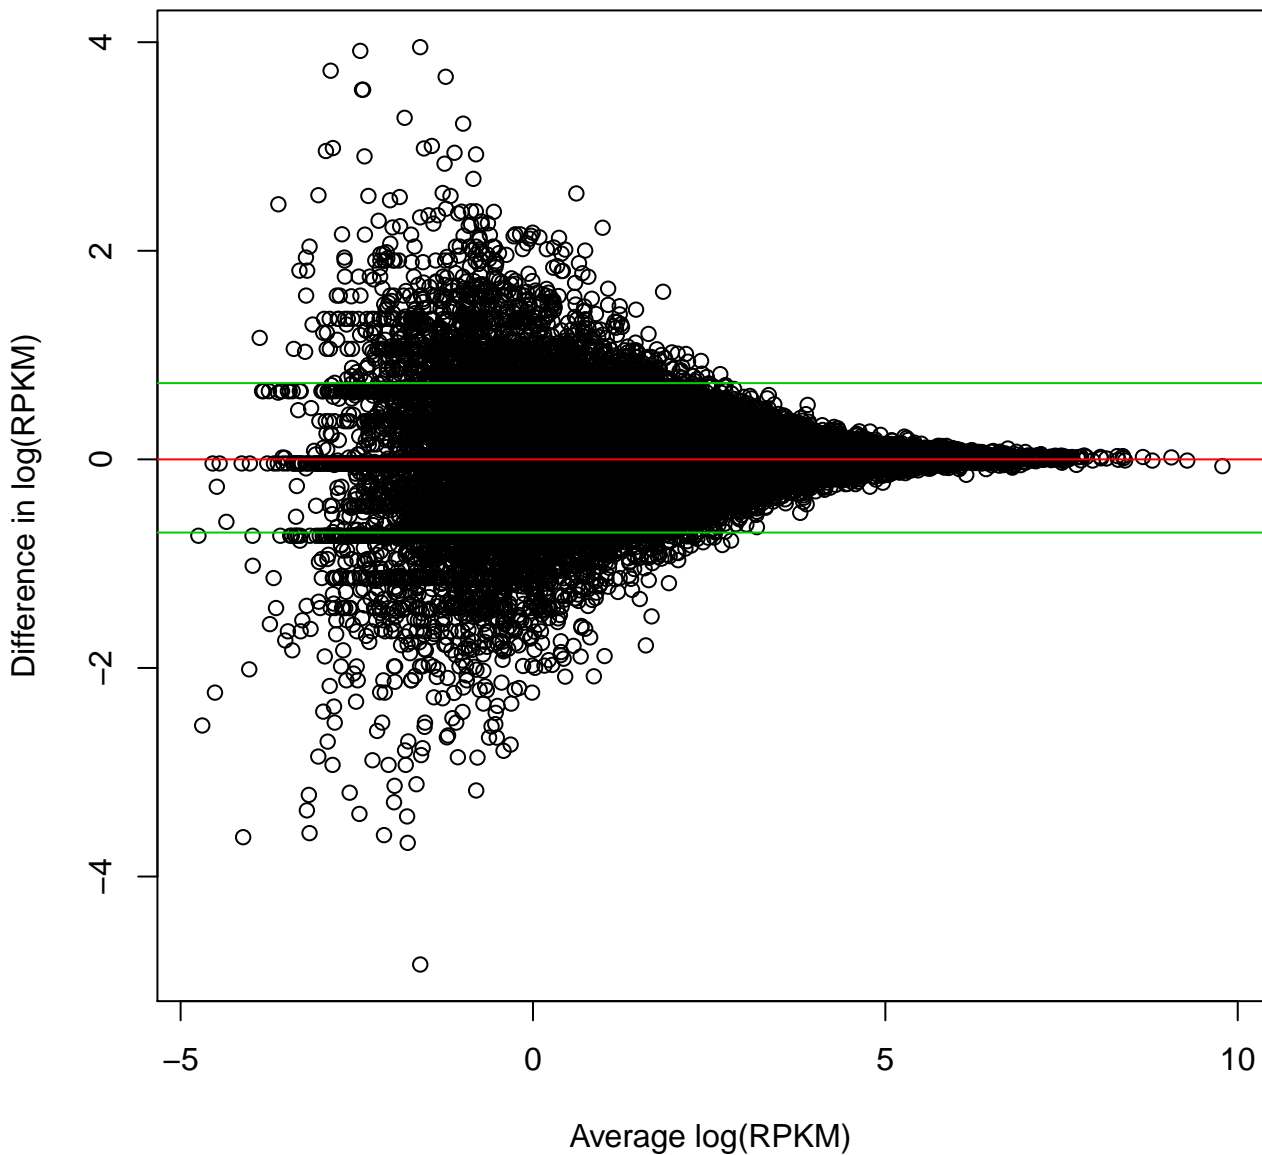

**Bland-Altman Plot**  
***Drosophila simulans***  
**Biological Replicate 3**

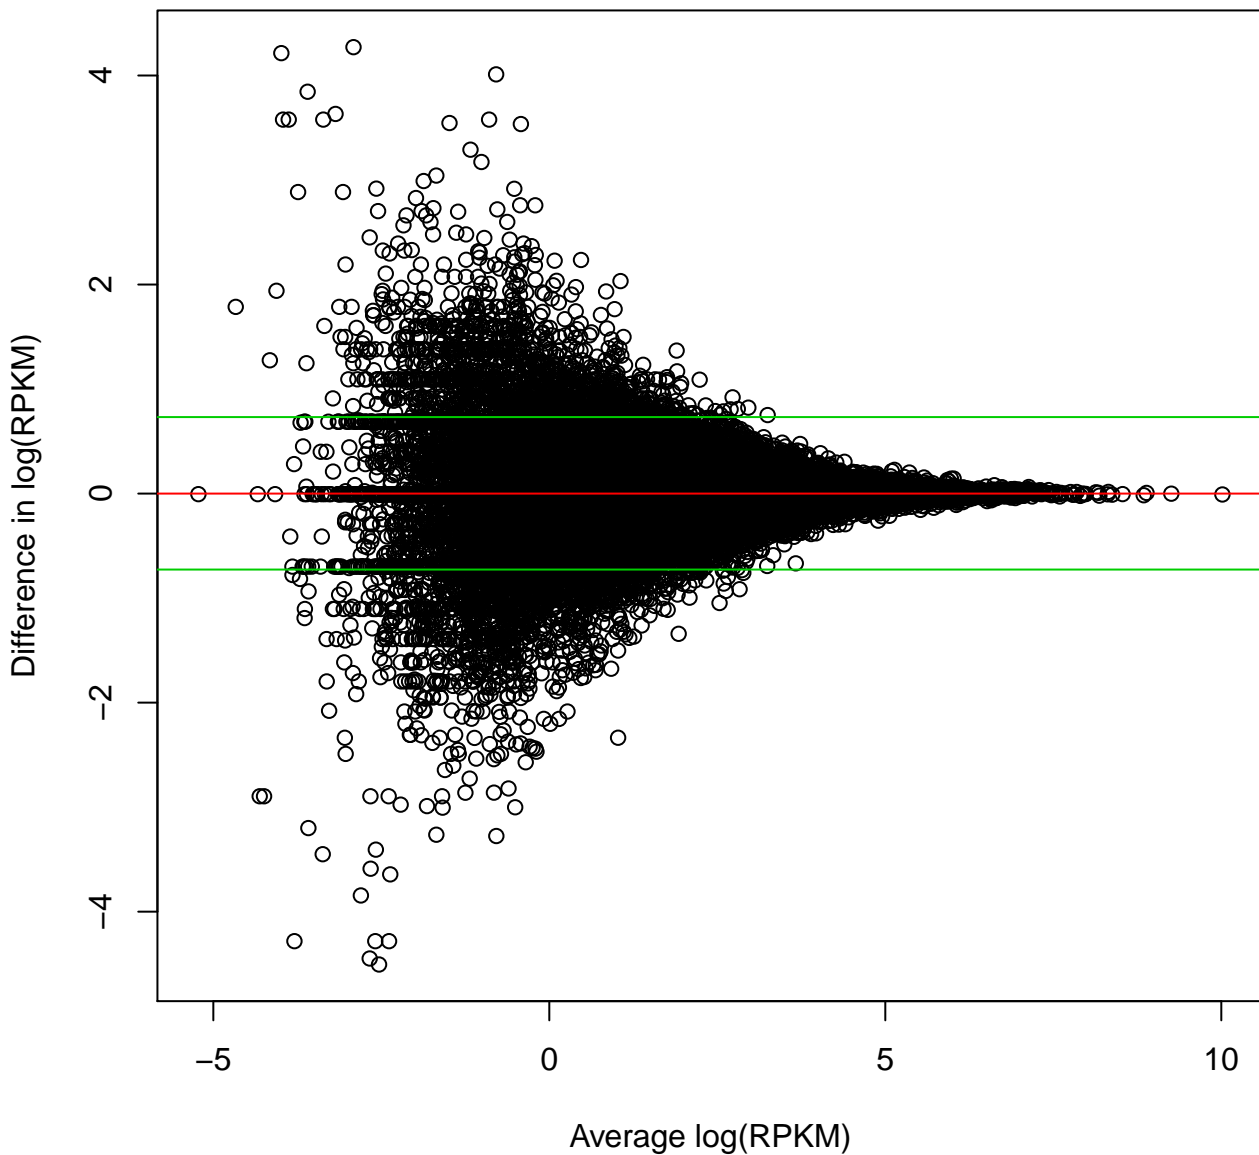

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 1 versus 2**

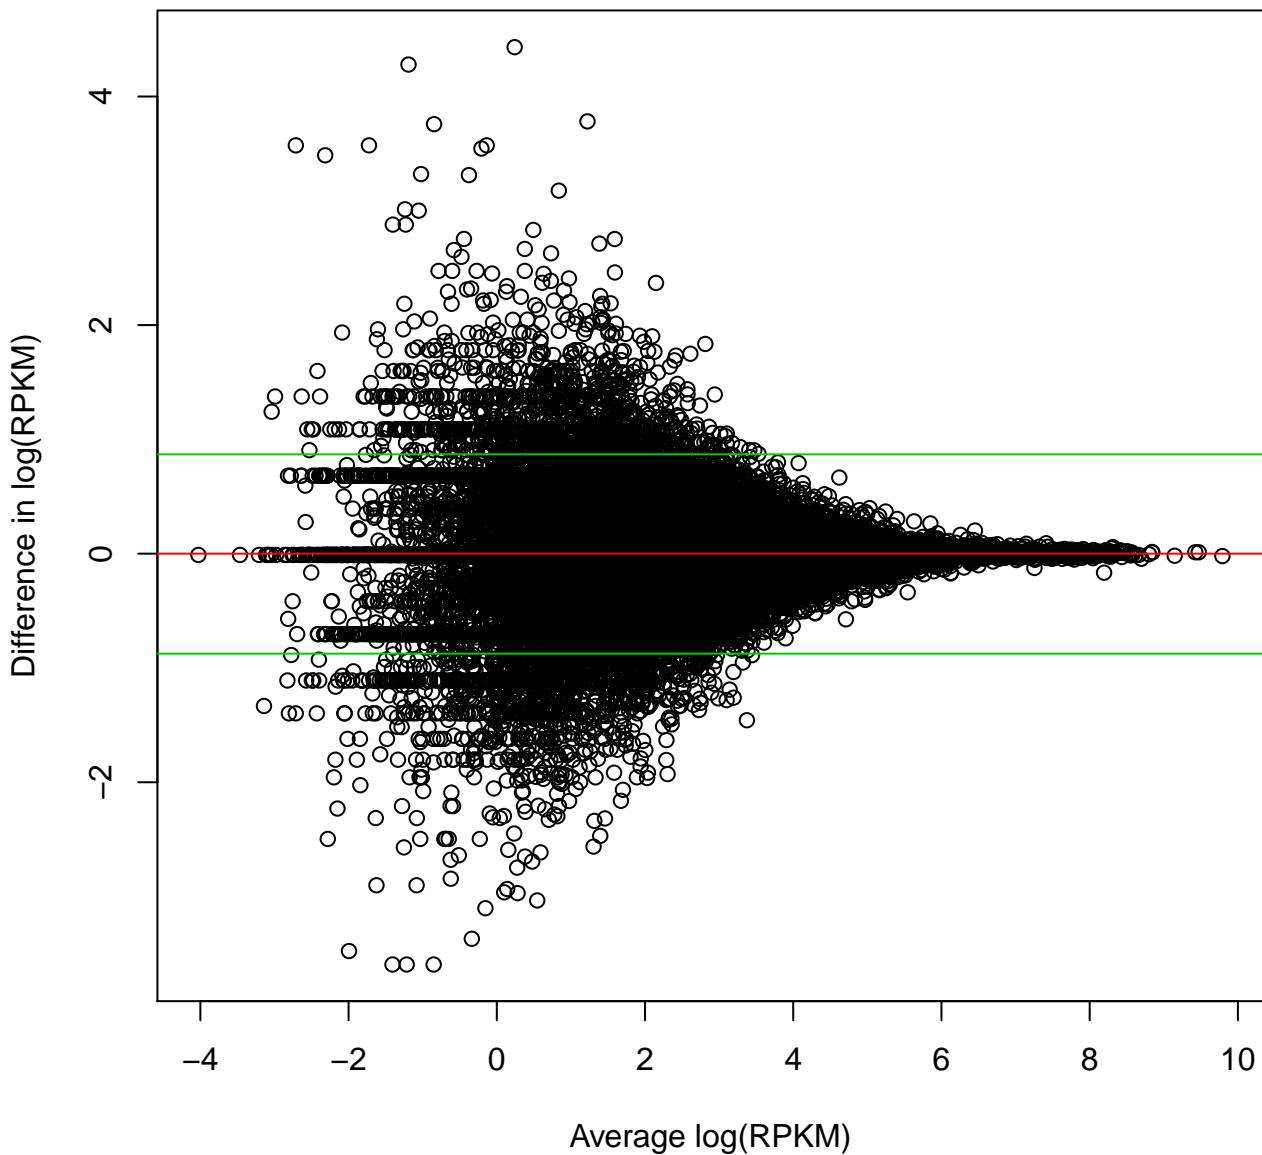

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 1 versus 3**

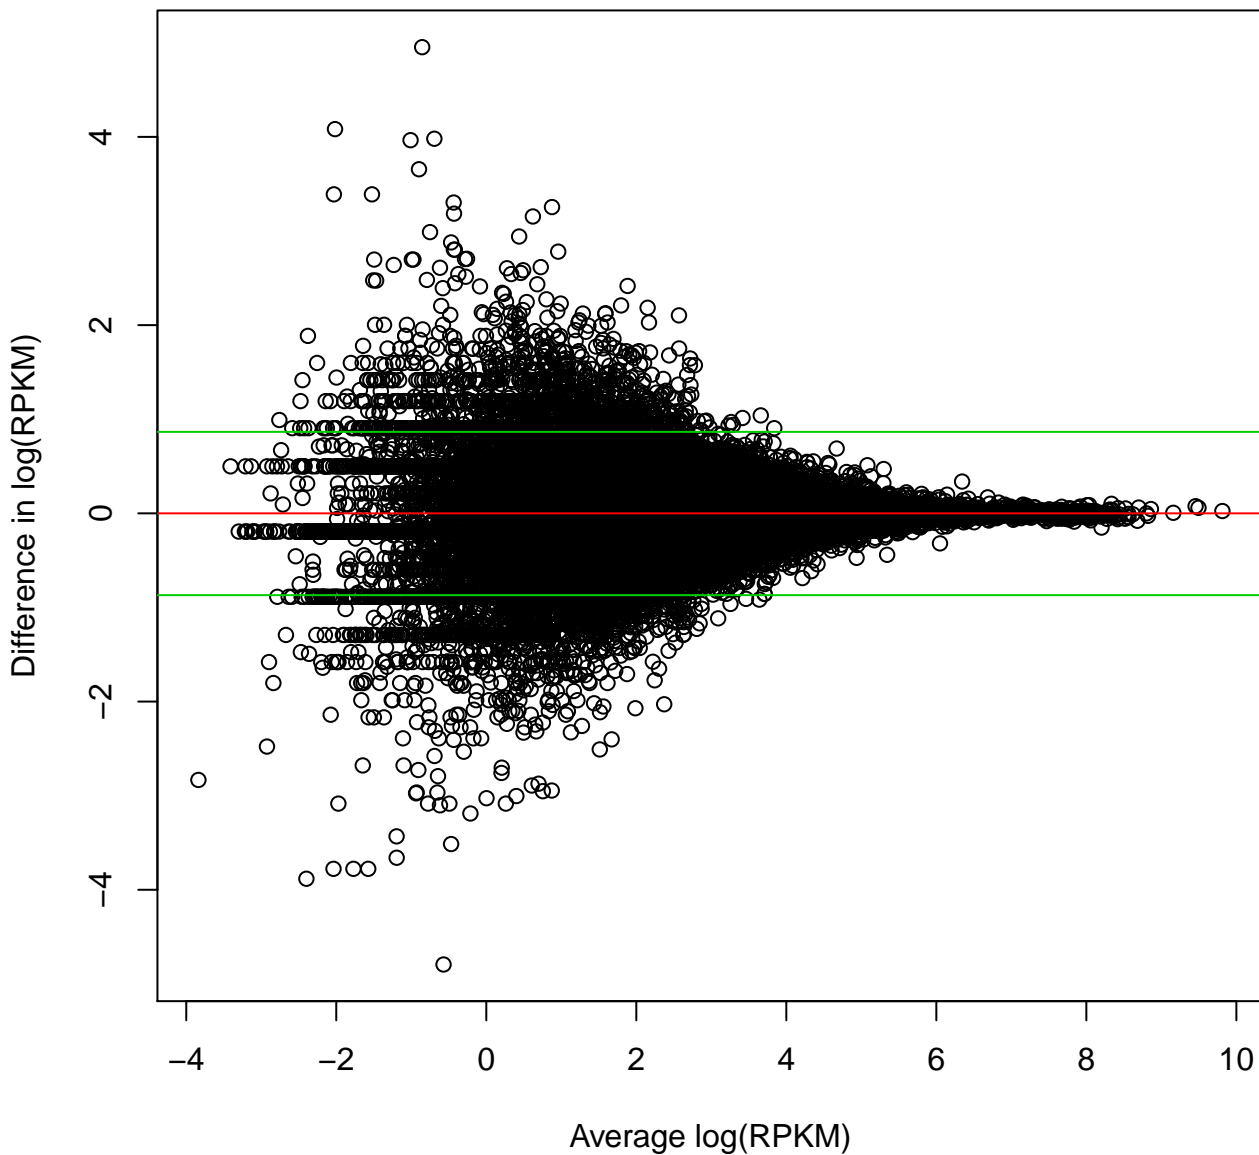

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 1 versus 4**

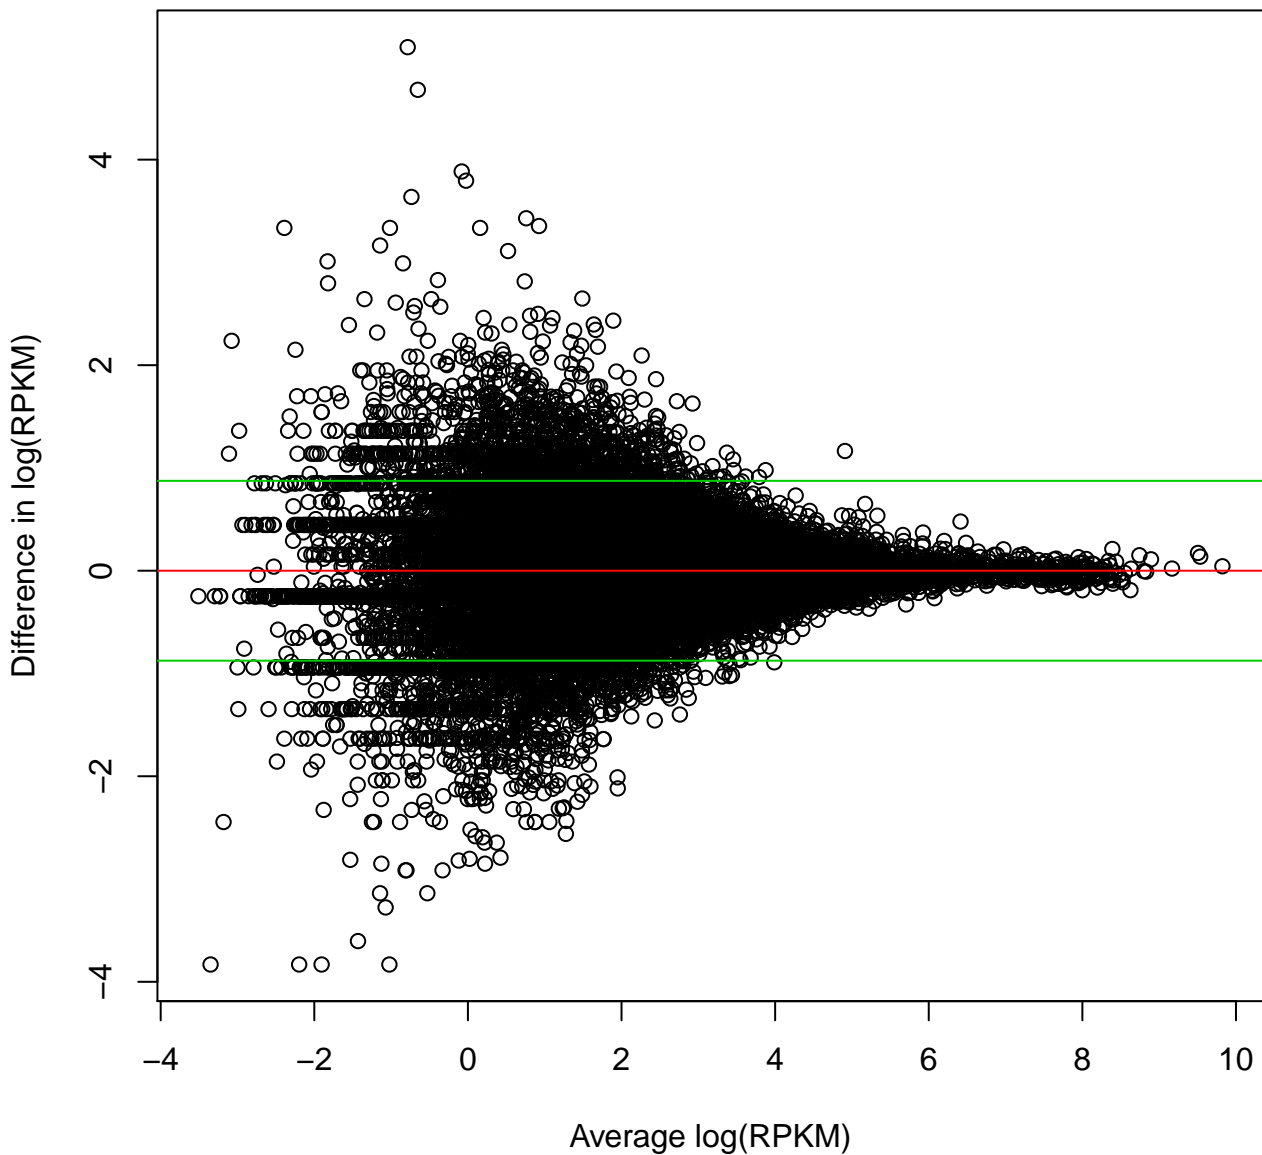

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 1 versus 5**

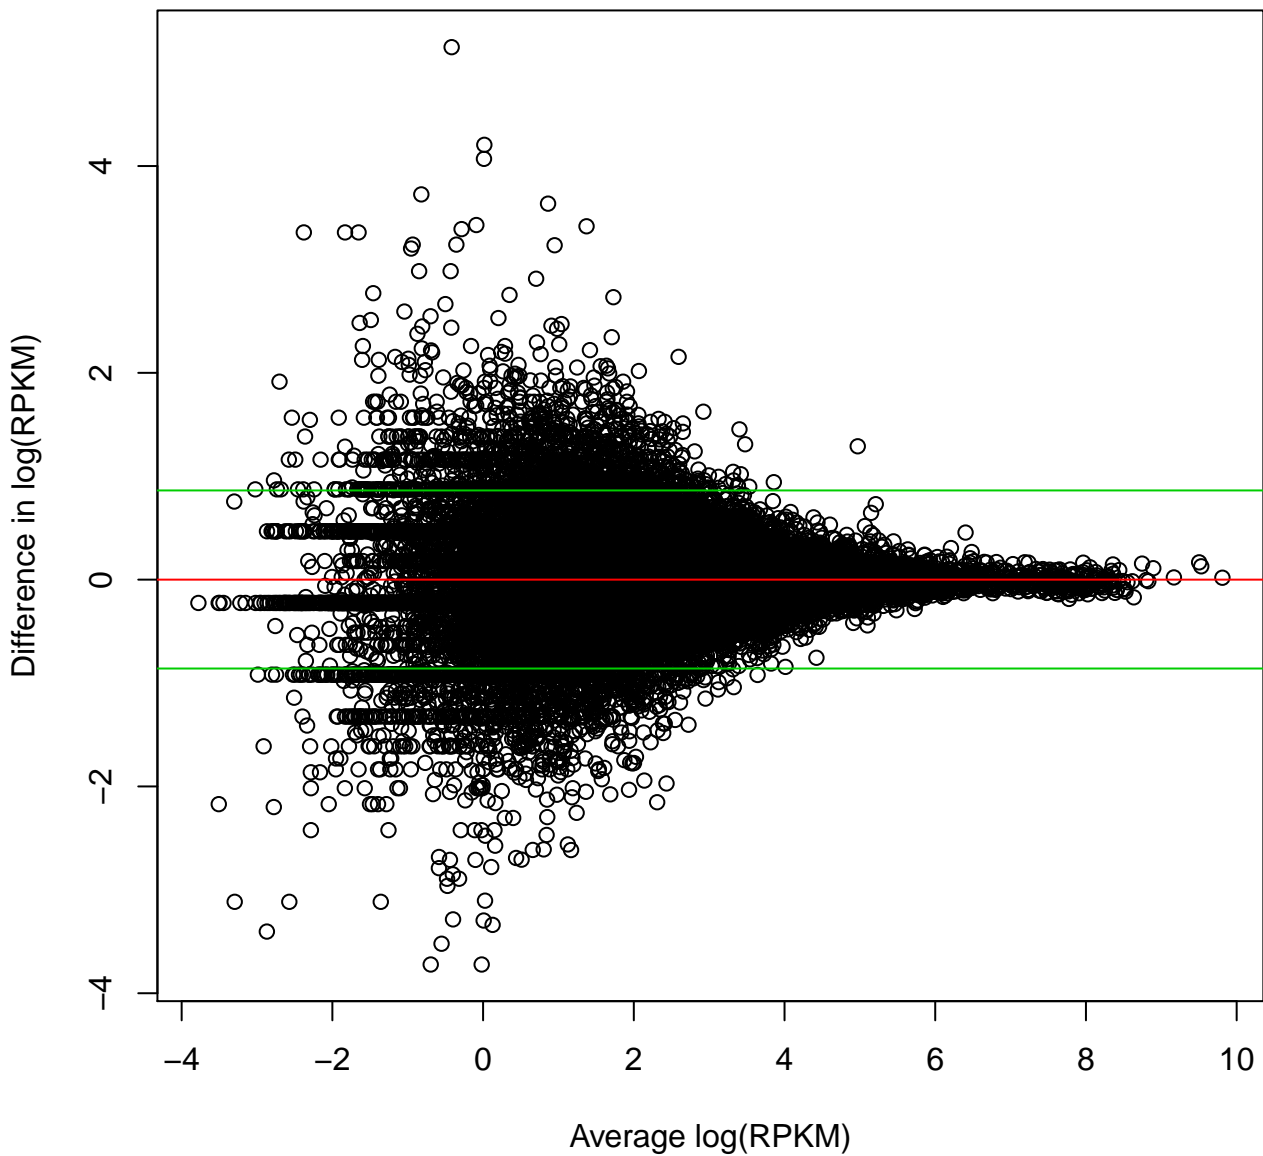

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 2 versus 3**

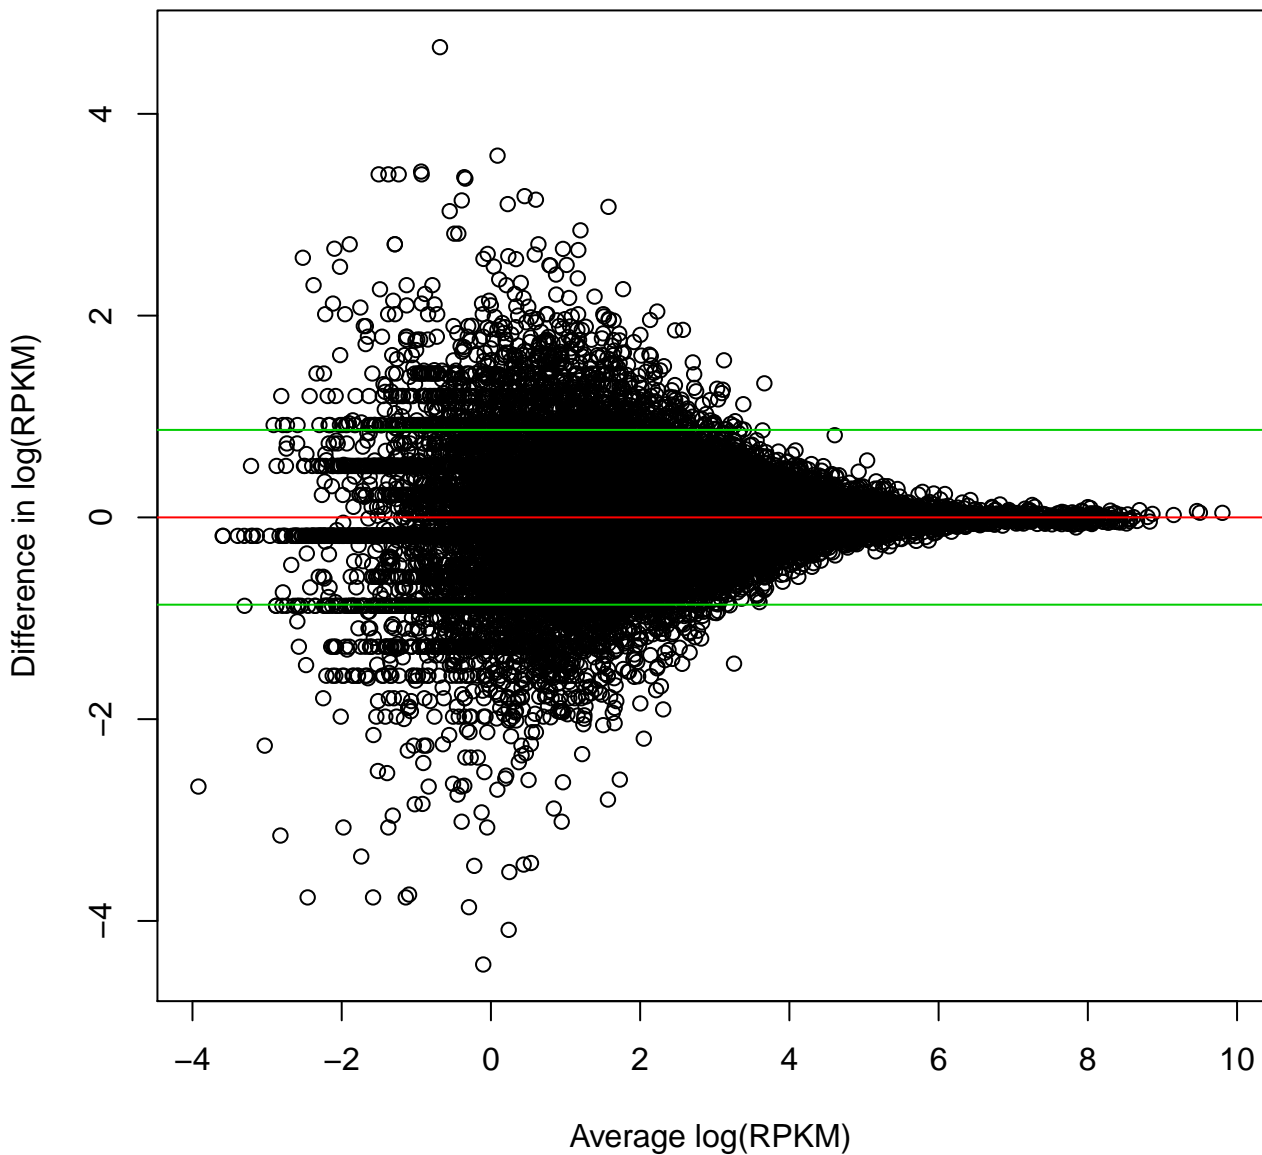

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 2 versus 4**

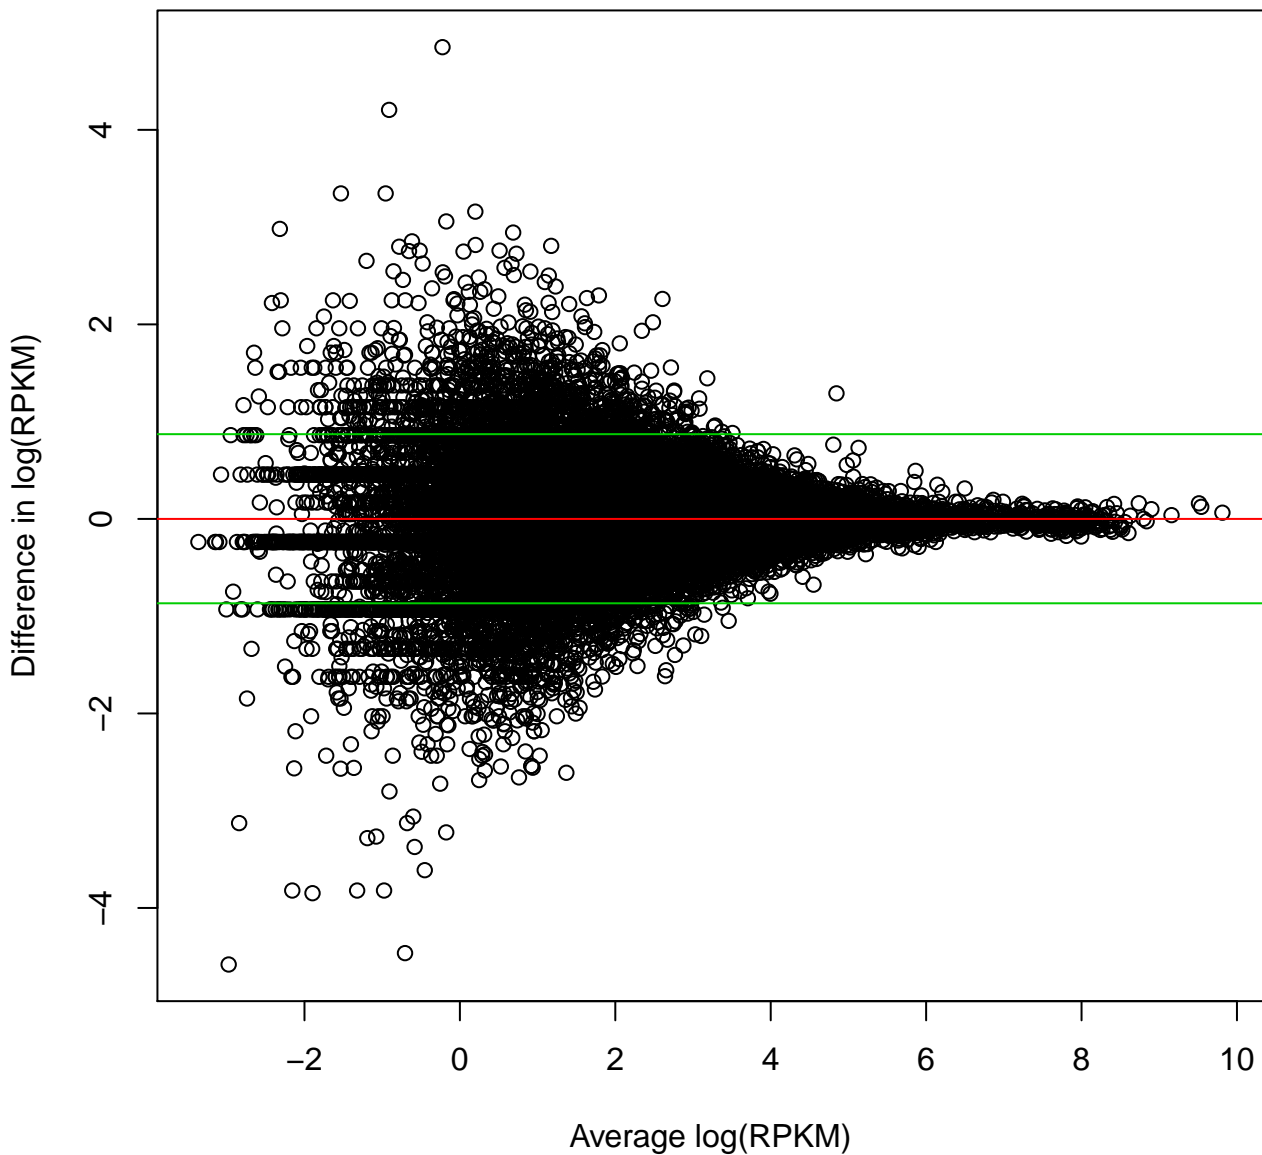

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 2 versus 5**

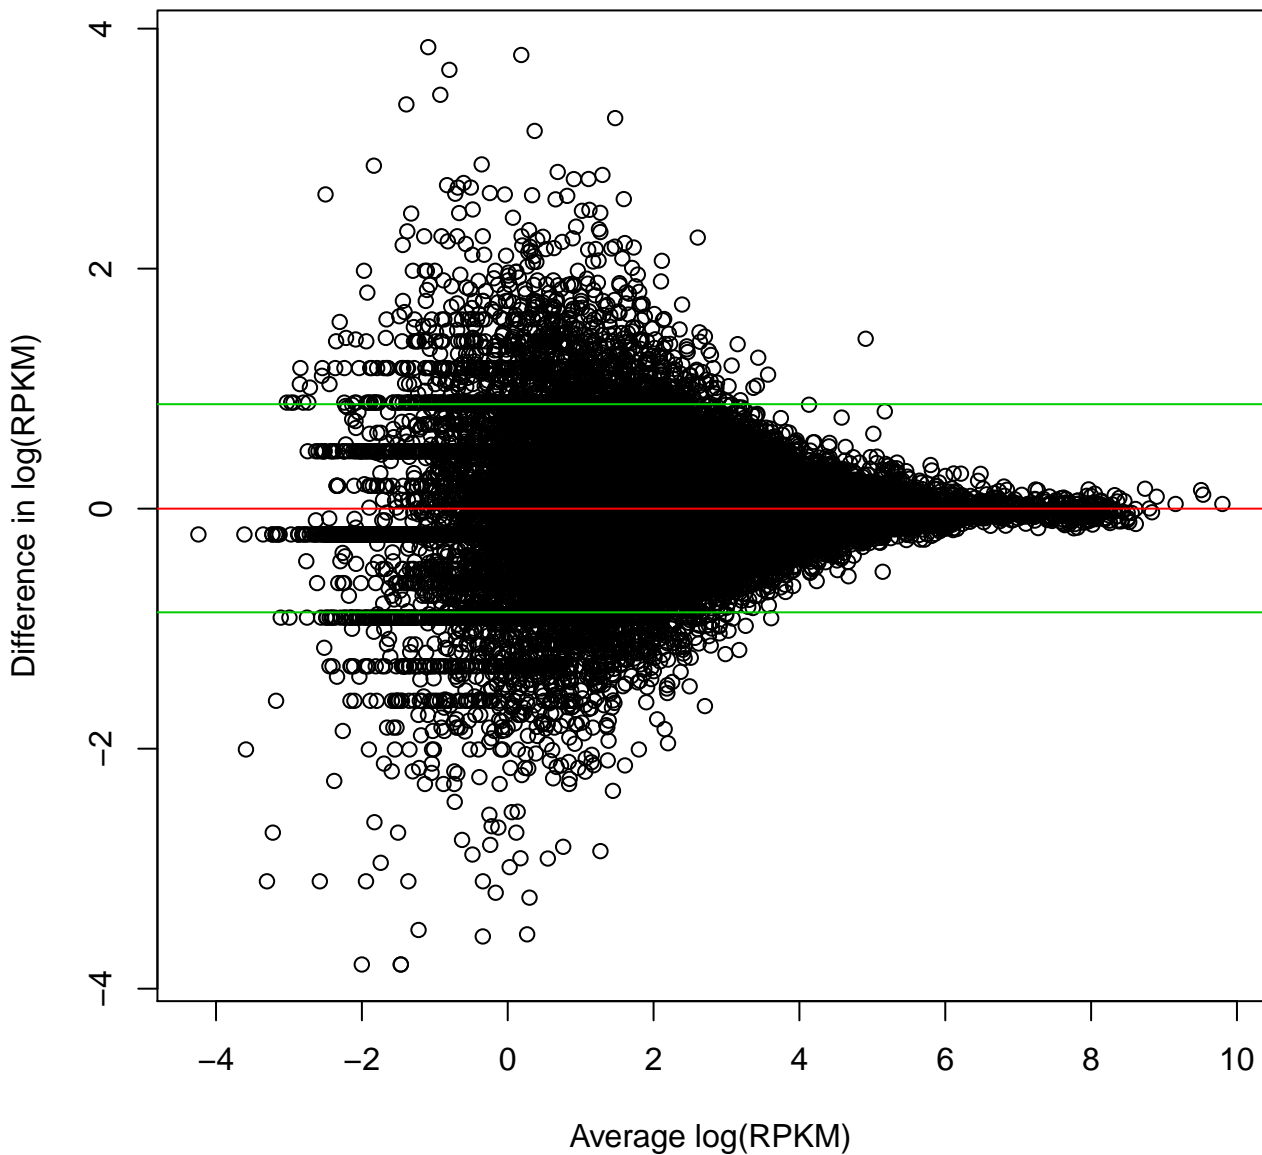

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 3 versus 4**

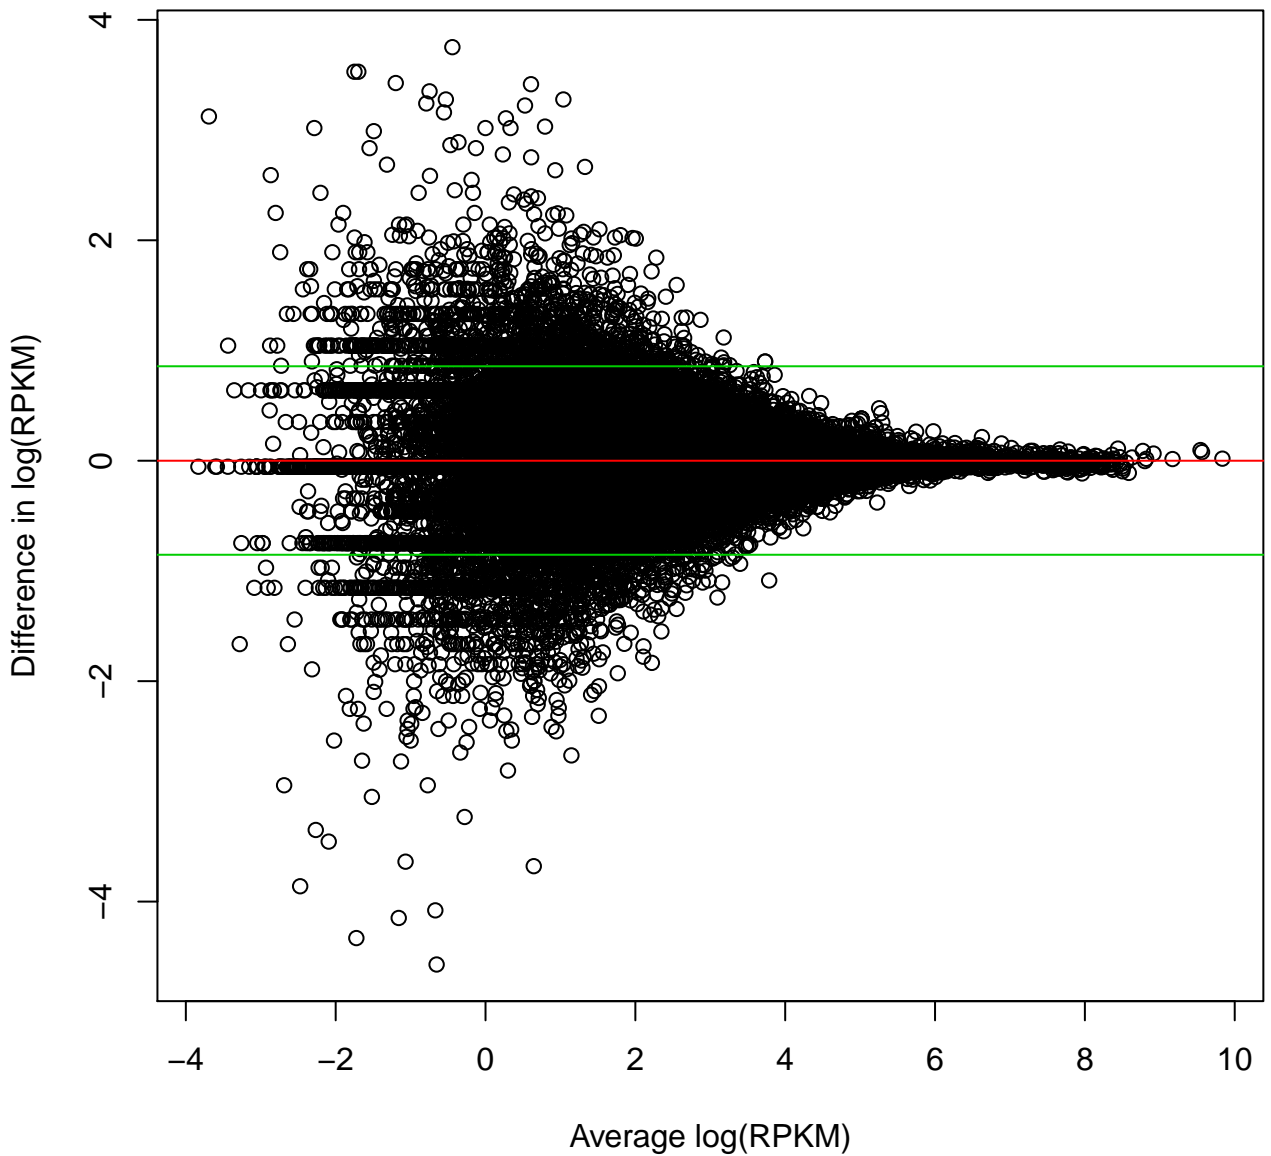

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 3 versus 5**

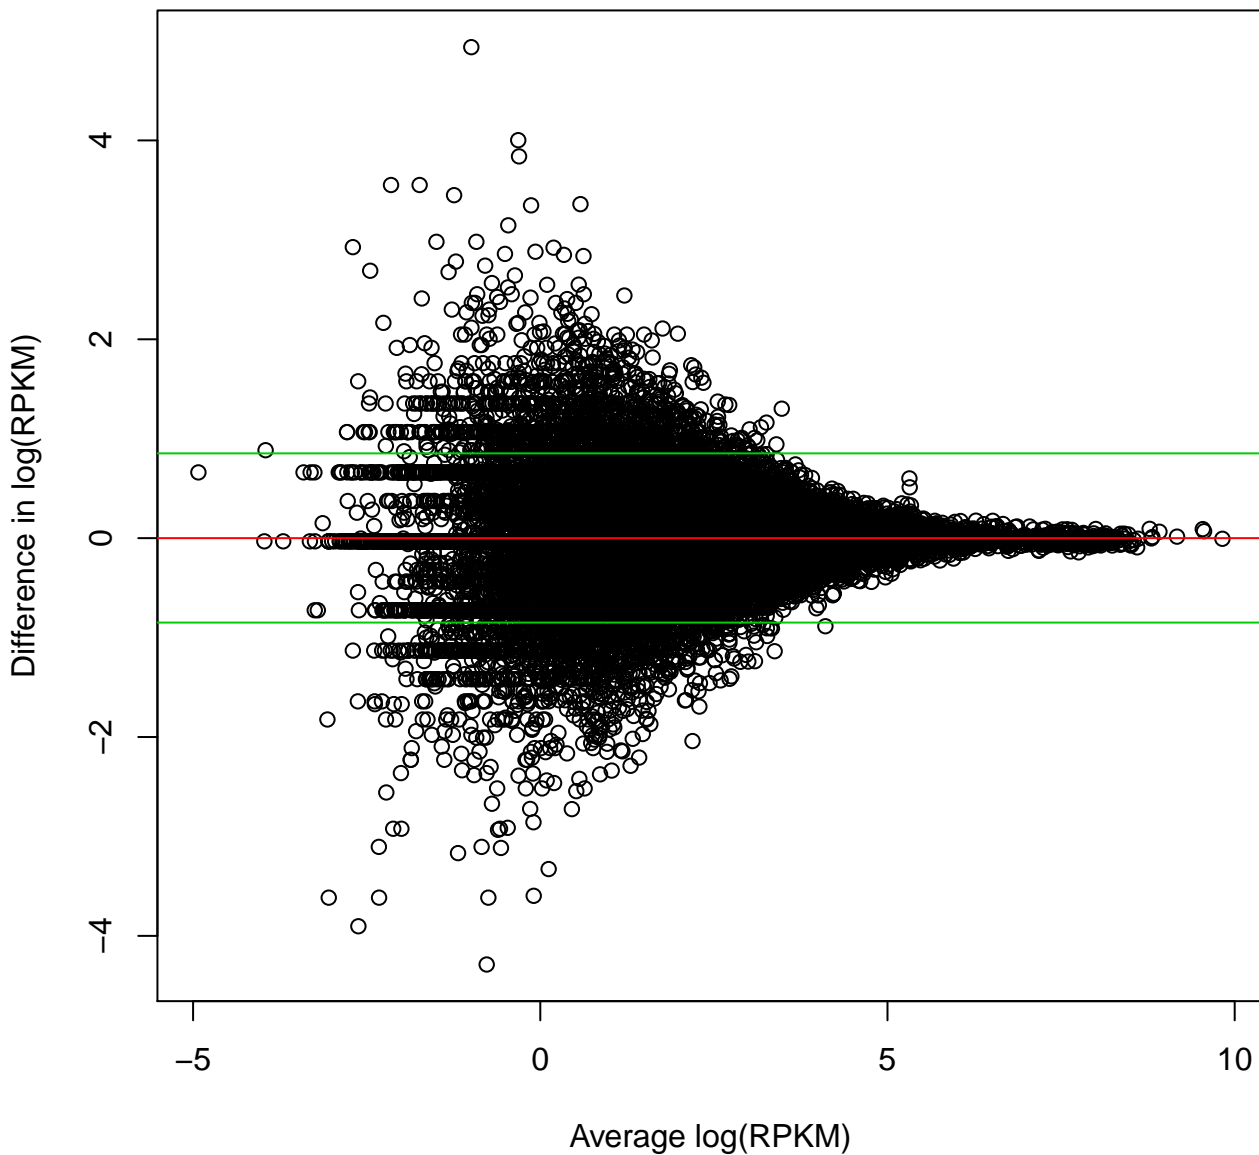

**Bland-Altman Plot**  
**c 167**  
**Technological Replicate 4 versus 5**

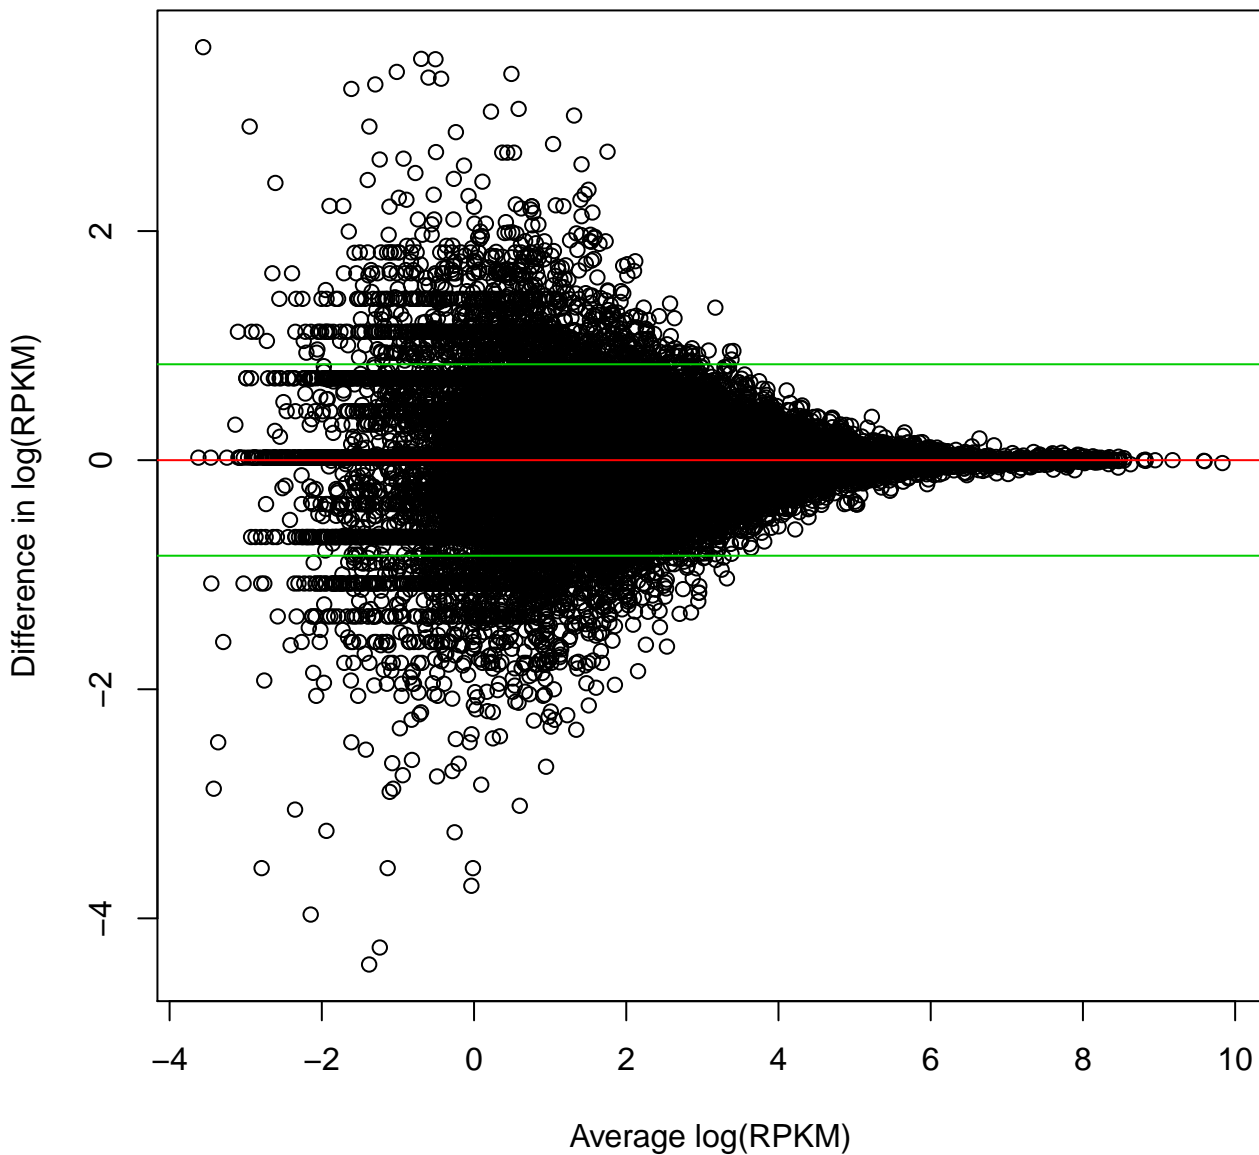

**Bland-Altman Plot**  
***Drosophila melanogaster***  
**Biological Replicate 2**

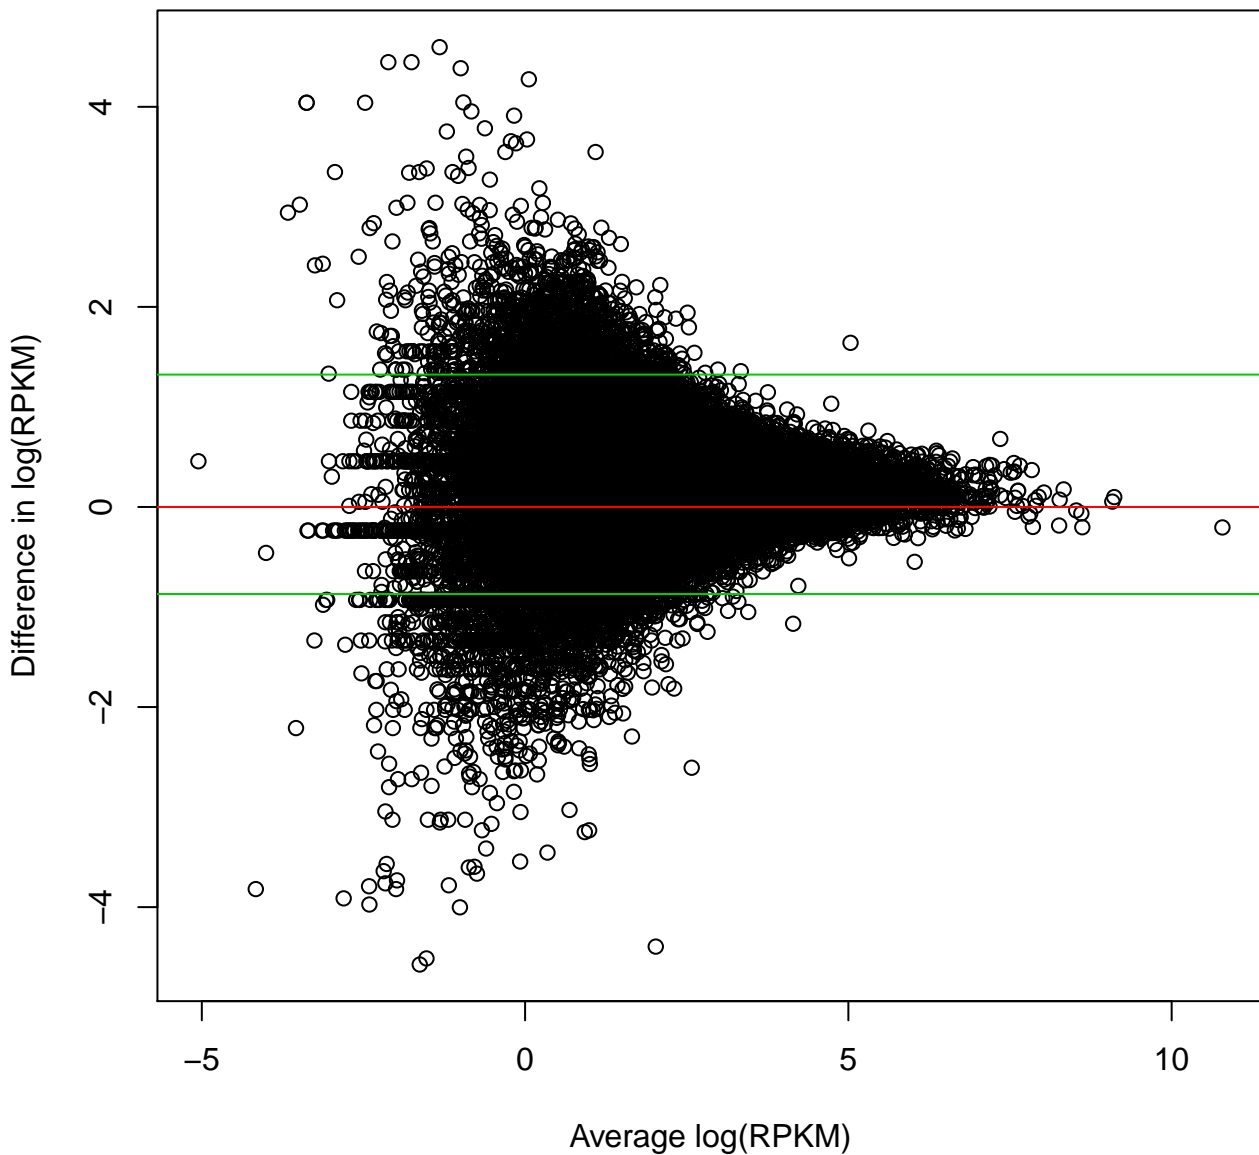

**Bland-Altman Plot**  
***Drosophila melanogaster***  
**Biological Replicate 3**

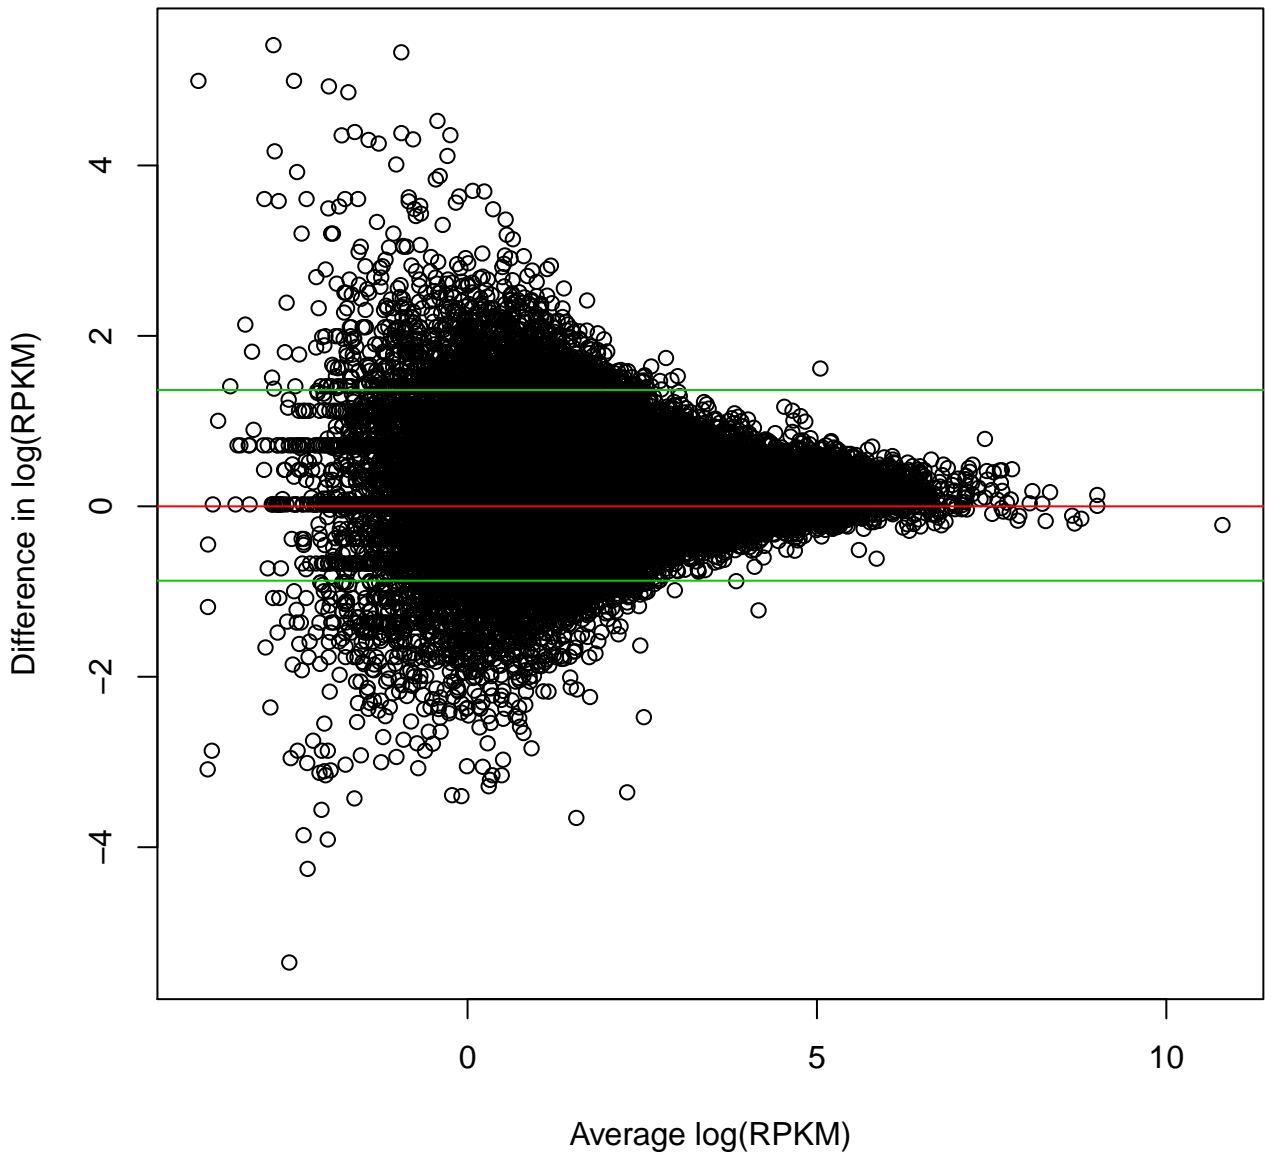

**Bland-Altman Plot**  
***Drosophila melanogaster***  
**Biological Replicate 4**

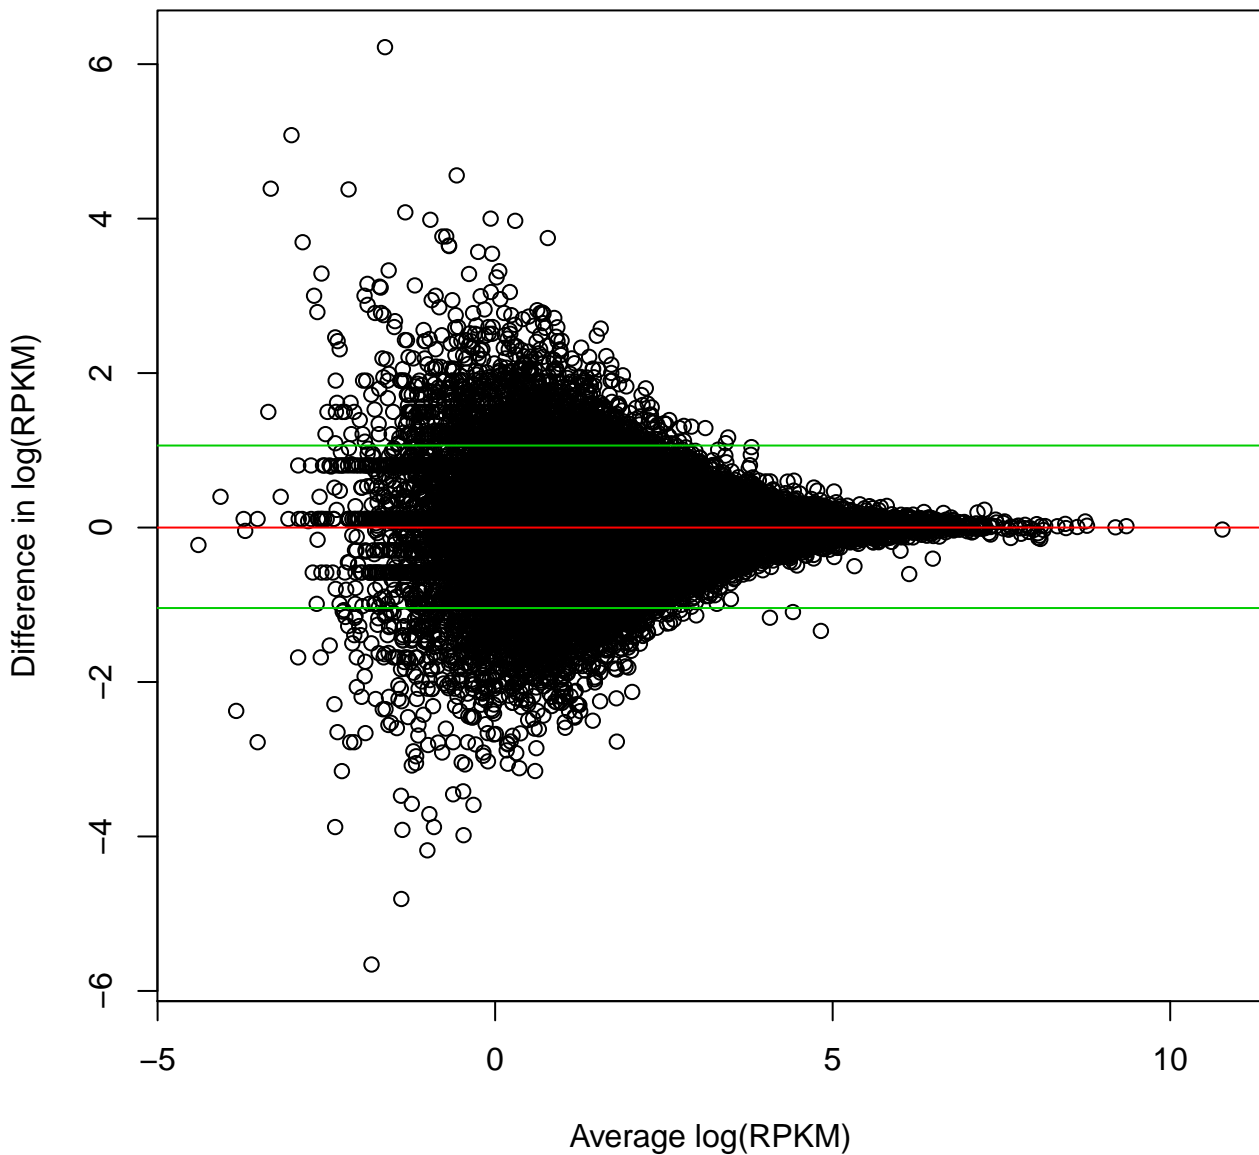

**Supplement:** Additional file 11 — Bland Altman plots for each biological replicate.

How the deposited data were processed for this re-analysis (not part of the article)

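The data are the RPKM values of the D. simulans male head lanes on the 20339 common contigs: 3 biological replicates, each a library run on 2 lanes. Flybase exons and the lanes of the other experiments were not analysed here. The authors aligned the reads to the D. melanogaster and D. simulans genomes with Bowtie, TopHat junctions and LAST, made a SAMtools pileup of each lane and derived the common contigs from regions with a read depth of at least 3. For each lane and contig the authors deposited an estimated count of reads, which is the nucleotides piled up over the contig divided by the read length of 36 and need not be whole, with no normalization. The authors also deposited the count of mappable reads of the lane and the contig length. The deposited RPKM is the estimated count per kilobase of contig, scaled to the mappable reads of the lane.

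From these values the average reads per nucleotide (APN) was computed as the estimated count times 36 divided by the contig length. RPKM was grouped into 9 levels (0, then borders at 10, 20, 40, 80, 160, 320 and 1000) and 3 levels (0, up to 20 and above 20). Linear-weighted kappas, the share of contigs in different categories with 95% Wilson intervals, Spearman and Pearson correlations, and the mean, SD and slope of the difference in natural log RPKM were computed for each pair of lanes in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, with plots in matplotlib 3.10.9. Standard errors of kappa came from 500 resamples of the contigs. Biological and technical comparisons were set against each other with an exact permutation test over the 15 divisions of the 6 lanes into 3 pairs. TMM factors (edgeR 4.0.16) and size factors (DESeq2 1.42.0) were computed in R 4.3.3 on the estimated counts rounded to whole numbers. The variance of the reads over the binomial variance was taken over contigs with an expected value of at least 5 reads in both lanes. Reads were drawn at random 100 times for each pair, with random seed 1. Thinning kept each rounded read of BR2 and BR3 at random with the probability that brings a lane to the mean mappable reads of BR1.

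The depth of the lanes was 5174398 and 4979485 mappable reads for BR1 and between 27595266 and 28691914 for BR2 and BR3. Intervals over contigs cover counting error only, since contigs are not independent replicates. The authors ran Bowtie with its best option and removed reads above a limit on the number of alignments. The paper's text does not otherwise say how reads that align to several places were counted. In addition, 65 contigs had the same length and the same reads in every lane as another contig.

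The contigs named in the text were chosen by a rule set before the data were examined: in each pair of technical replicates the contig with the largest difference in natural log RPKM among those with an average APN of at least 100, the contig with the highest average RPKM, and the 2 contigs with the largest rise and the 2 with the largest fall in BR1 among contigs changed the same way in all lane comparisons with an APN of at least 5 in every lane. One other contig is described by its values in the closing section, where it was chosen after the data were seen. The variance ratio, the contig test, the kappa and the estimate of reads shared between lanes were tested on simulated lanes. Reads drawn at random gave a variance ratio of 0.843, and of 1.00 with the overlap correction. Of 200 contigs changed 4 times in a lane, 185 were recovered, with 9 others called at an adjusted p of 0.05 (exact binomial test, Benjamini-Hochberg adjustment). A share of 3% of BR1 added to a lane was estimated at 3.02%. This share was added without counting noise, and no contig was left out, unlike in the estimate of the closing section. The alternatives tried were other weights and borders, other scalings of the lanes, minimums on length and coverage, other measures of a difference, another depth and seed of the thinning, and leaving out each biological replicate.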

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

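The test of reads shared between libraries was chosen after the result was seen. The contig common_contig_11573, of 38 bp, which the paper does not discuss, had an RPKM of 422 in TR2 of BR2 and 30.4 in TR1 of the same library, from 460 and 31.8 reads. Its RPKM was 11900 and 11574 in BR1, and 12.3 and 21.8 in BR3. Its difference in natural log RPKM between the lanes was -2.63, with a 95% limit of 0.297 for reads drawn at random, and -2.61 after TMM scaling, so neither random sampling nor the scaling of the lanes accounts for it. The 2 lanes of BR2 hold the same library, so the design offers no biological explanation for their difference. The same rise was seen in common_contig_7513 (21.2 to 247) and in the contig numbered just before common_contig_11573 (38.6 to 384). The latter contig was picked out after seeing the data. Both were also high in BR1, at 5908 and 5932 and at 10529 and 10255. As shares of the BR1 level, the rises in TR2 of BR2 were 3.35%, 3.82% and 3.33%, and 3.44% when estimated together. One candidate explanation is that about this share of TR2 of BR2 was reads of the BR1 library. If so, the other contigs far higher in BR1 than in BR3 would rise by a like share. Over the 332 other contigs at least 5 times higher in BR1 than in BR3, the estimate was -0.775% (standard error 0.404), so a general admixture of BR1 is not seen. On simulated lanes an admixture of 3% was estimated at 3.02%. That simulation added the BR1 values without counting noise and kept the 3 contigs. It therefore does not show how well the 332 other contigs alone would reveal an admixture. In TR2 of BR3 the estimate was 0.0737% (standard error 0.00922) for the 3 contigs and 0.334% (standard error 0.265) for 337 others. The 3 contigs thus also rose from TR1 to TR2 of BR3, though far less than in BR2. Their RPKM went from 12.3 to 21.8 in common_contig_11573, from 12.0 to 17.6 in common_contig_7513 and from 31.8 to 37.4 in the other. The 3 contigs may share sequence and hold the same reads, in which case they are 1 observation and not 3. Their sequences were not used here, and neither this nor an outside source of these reads that BR1 and TR2 of BR2 share was tested.

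The RPKM of common_contig_8237, of 15 bp, was 131 in TR2 of BR3, apart from the other 5 lanes, which lay between 73.7 and 91.7. This contig was named because it had the largest difference between the lanes of BR3 at high coverage, so a gap to the other lanes was built into the choice. It was the 1 measure of 16 tested in which a lane stood apart from the others, and chance gives about 1 in 20. The lanes of BR3 had 38.0 and 54.4 reads on it. The difference in natural log RPKM between them was -0.355, past the 95% limit of 0.248 for reads drawn at random that lie partly on a contig of this length. It was the largest of 1954 such differences, so a value past the limit of a single contig is not by itself more than random sampling gives. After TMM scaling it was -0.352, so the scaling of the lanes does not account for it. No biological explanation was tested.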

How the results depend on the processing

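All but 12 of the 170 alternatives were set before the data were examined. Those 12, added after seeing the data, are the overlap correction, the reads drawn at random and the rescaling of single named contigs. A value of a technical pair counted as moved when it left the 95% interval over contigs. A mean over lane comparisons counted as moved when it changed by more than 1 SD (n = 4). These comparisons share lanes and are not independent, and their SD can be small, at 0.0303 percentage points for BR2-BR3. Slight shifts of such a mean thus count as moved, such as 31.77% to 31.68% for BR2-BR3 on scaling to the summed reads. The biological minus technical difference was judged only by its direction and its exact permutation p, so its changes in size are not counted as moves. Of the alternatives, 82 left the value unchanged by these rules, 80 moved it and 8 reversed its sign. The 82 include 3 without weights and 3 with quadratic weights on the 3 level scale. These could not move, since no contig had 0 reads and the lowest level was empty. Another 12 changed only the category of values equal to a border, and all returned the same value. The count of 82 therefore overstates stability. Values are given in the order BR1, BR2 and BR3, or BR1-BR2, BR1-BR3 and BR2-BR3, unless stated. Except where a cause is named, the cause was not tested.

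The excess of biological over technical disagreement kept its direction under all alternatives run. It was 35.2 percentage points as reported and ranged from 12.5 to 46.7 across the 3 fits that each left out one replicate. With 15 divisions of the lanes, no alternative can bring the exact permutation p under 0.067, so the p shows no stability.

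Quadratic weights changed the 9 level kappa of the technical pairs to 0.843, 0.945 and 0.944 and that of the biological pairs to 0.531, 0.519 and 0.900. Without weights they were 0.518, 0.754 and 0.755, and 0.0537, 0.0506 and 0.594. TMM factors changed the biological kappas to 0.380, 0.378 and 0.774, and the shares of contigs in different categories to 62.9, 62.6 and 31.6%. Scaling to the summed reads gave 64.2, 63.9 and 31.7%, contigs of at least 36 bp 73.4, 73.6 and 30.8%, an APN of at least 5 in every lane 73.8, 74.3 and 30.1% and a difference above 2 times 45.7, 45.8 and 4.27%.

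In place of the categories, a difference above 2 times gave 4.75, 0.969 and 1.01% of contigs and a natural log difference above 1 gave 1.32, 0.216 and 0.167%. A difference above 4 times gave 0.290 and 0.0442% (BR1 and BR3) where 2 or more categories had been counted, and a natural log difference above 2 gave 0.00492 and 0.0197% (BR1 and BR2). Average reads per nucleotide moved the share of BR2 to 20.2%. Reads drawn at random gave 17.0 and 17.4% for BR2 and BR3. Thinning to the summed reads of BR1 gave 35.6% for BR2 and 34.8% for BR3, against 40.0% and 40.5% when thinned to its mappable reads.

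Contigs of at least 36 bp gave an SD of the natural log difference of 0.300, 0.197 and 0.194, an average APN of at least 5 gave 0.304, 0.202 and 0.199, and the natural log of RPKM + 1 gave 0.320, 0.191 and 0.188. The length minimum gave 32.3% of BR1 contigs in different categories and 0.946% 2 or more apart, a 3 level kappa of 0.251 for BR1 and a variance ratio of 1.17 for BR3. The coverage minimum gave 29.3% and 1.32% for BR1, a 9 level kappa of 0.714, a 3 level kappa of -0.00948 (an APN of 5 lies above an RPKM of 20 in BR1, so the minimum itself removes the low level) and a slope of 6.45e-05.

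The excess of disagreement under an APN of 5 was 15.8, -19.5 and -19.3 percentage points. Its sign in BR2 and BR3 depended on the measure: a border at an APN of 10 gave 18.5, 4.79 and 7.07, the median APN 0.997, 12.4 and 11.9, a difference above 2 times 3.63, 16.7 and 15.0, and the lower APN of the 2 lanes 14.1, -12.2 and -13.4. In these lanes an APN of 5 lies at an RPKM of 4.84 to 5.03, inside the lowest category, which limits what the categories can show at this coverage. The slope of the natural log difference was within 2 standard errors of 0 in BR2 and BR3, and the median difference of the highest minus the lowest 10% of contigs was 0.0290, -0.00640 and -0.00371, opposite in sign to the slope in BR2 and BR3.

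Pearson correlations of RPKM were 0.994, 0.9996 and 0.9999, and of natural log RPKM 0.906 and 0.975 in BR1 and BR3. The variance ratio of BR1 was 0.901 over all contigs, and with the overlap correction the ratios were 1.10, 1.46 and 1.29. DESeq2's size factors put the normalization factor farthest from 1 at 1.0081, against 1.0051 with TMM. The shallow lanes of BR1, with a median APN of 6.80 and 6.57, limit the technical comparison of BR1 to a coarser precision than that of BR2 and BR3.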

Differences from the paper's values

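The Spearman correlation of the technical replicates of D. simulans BR2 was 0.974 on the common contigs, against the paper's 0.95 in the legend of Figure 4, which is for Flybase exons. The paper's text gives 0.95 for D. melanogaster BR2, for which the legend gives another value, so the paper's value for D. simulans BR2 is uncertain. None of the alternatives set before the data were examined closed the gap: contigs of at least 36 bp gave 0.974, the Pearson correlation of natural log RPKM 0.975 and the Pearson correlation of RPKM 0.9996.

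The paper places the Spearman correlations of technical replicates above a common lower bound, in its passage on Flybase exons. The common contigs of BR1, which are different regions, gave 0.834. The paper describes lower coverage as more likely to disagree. In BR2 and BR3, 0 of 171 and 0 of 170 contigs under an APN of 5 fell into different RPKM categories, against 19.5% and 19.3% of the others. These counts cannot test that description, since an APN of 5 lies at an RPKM of 4.84 to 5.03 there, inside the lowest category. Differences above 2 times, which do not depend on the borders, were more frequent under an APN of 5 by 16.7 and 15.0 percentage points. The SD of the difference in natural log RPKM was also larger under an APN of 5. The paper defines consensus contigs by a minimum depth at each nucleotide in all lanes. Of the 20339 contigs, 1264 had an average below an APN of 3 in at least 1 lane, the lowest being 0.667.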

Other observations

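The test of read mates, the ratios without 3 contigs, the overlap correction, the tests on contigs chosen by BR2 and BR3 alone, both tests of contig length and both tests of depth on the 3 level scale were chosen only after the result was seen.

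Lanes of BR1 and lanes of BR2 or BR3 put 73.1% of contigs in different RPKM categories, and lanes of BR2 and BR3 31.8%. The lower depth of BR1 may account for a part. Thinned to the reads of BR1, lanes of BR2 and BR3 reached 46.4%, a gain of 35.3% of the extra disagreement. The thinning treats fractions of reads as whole reads, which can overstate this gain. It also made both lanes of a comparison shallow, while in a comparison with BR1 only the BR1 lane is shallow. The technical replicates of BR2 and BR3 thinned in this way differed in 40.0% and 40.5% of contigs, against 34.0% in BR1. The gain therefore does not measure the part of depth. Rescaling by TMM factors brought the shares to 62.7% and 31.6% and removed 24.8% of the extra. Contigs near the coverage minimum were also examined. Among the 509 contigs with an APN of at least 50 in every lane, BR1 against BR2 or BR3 still put 74.1% in different categories, or 101% of the share over all contigs, while the technical replicates fell to 11.8%, 6.68% and 7.27% and BR2 against BR3 to 22.5%. That minimum lies at a higher RPKM in BR1 than in the other lanes and so keeps contigs that are high in BR1, which leaves its result open. The 1614 contigs with an APN of at least 100 in every lane of BR2 and BR3 were chosen without regard to BR1. Among them the share was 73.9%, again 101% of that over all contigs. BR2 against BR3 differed in 25.9% of them, and the technical replicates of BR1, BR2 and BR3 in 24.3%, 8.05% and 7.87%. That choice in turn keeps contigs that are high in BR2 and BR3, some of them near the minimum in BR1, so the extra disagreement cannot be told apart from an effect of the coverage minimum. Neither the thinning nor the TMM rescaling alone reproduced or removed most of the extra disagreement, and they were not tested together. The paper states that these samples must have been run on different flow cells and iterations of the technology, and that the flow cells of the lanes are unknown. Each biological replicate is one library, so a batch of library or sequencing cannot be told apart from a difference between pools of flies.

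The ratio of BR1 RPKM to that of BR2 and BR3 rose with contig length. Its Spearman correlation with length across contigs, which are not independent replicates, was 0.255, against 0.0245 for BR2 over BR3. The median difference in natural log RPKM between BR1 and BR2 was 0.00221 for contigs shorter than 36 bp and 0.747 for contigs of at least 300 bp. Contigs were required to be covered in the shallow lanes of BR1, and long contigs may have been selected for high coverage there. The correlation was 0.253 among the 509 contigs with an APN of at least 50 in every lane, but that minimum itself selects contigs that are high in BR1 and cannot settle this. Among the 1614 contigs with an APN of at least 100 in every lane of BR2 and BR3, chosen without regard to BR1, the correlation was 0.0923, but that choice keeps contigs that are high in BR2 and BR3 and cannot settle it either. The rise with length cannot be told apart from selection for coverage. A length-dependent step in library preparation, a batch of sequencing and a biological difference remain and were not tested.

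The 3 level kappa of the technical replicates of BR1 (0.313) was far below those of BR2 and BR3 (0.846 and 0.848). If this came only from the few contigs of BR1 with an RPKM of 20 or less, simple agreement would not be lower. It was 86.0% in BR1 and 93.0% in both BR2 and BR3, so the 2 lanes of BR1 also differed more often. Thinned to the mappable reads of BR1, BR2 and BR3 had simple agreements of 82.5% and 82.6%, and the smaller loss was 149% of the gap to BR1. This cannot settle the part of depth. The thinning left 837 and 815 values of 0 reads, treated fractions as whole reads and left fewer reads on the contigs than BR1 has. Thinned to the summed reads of BR1, which still treated fractions as whole reads, the simple agreements were 85.7% and 85.8%. Over contigs with reads in both of these thinned lanes they were 86.9% and 87.0%. With partly overlapping reads drawn once at the RPKM of BR2 and BR3 and the summed reads of BR1, over contigs with reads in both drawn lanes, the simple agreements were 88.8% and 87.8%, and the smaller loss was 59.9% of the gap. Depth may thus account for more than 50% of the gap in simple agreement. The 3 level kappas of the drawn lanes were 0.755 and 0.736, above that of BR1. The lanes of BR1 had 2387 and 2275 contigs at an RPKM of 20 or less, and the drawn lanes from 7137 to 7340, and the part of this difference in the kappa was not tested. No biological explanation was tested.

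Random sampling of reads was set against the disagreement between technical replicates. Lanes drawn at random, with partly overlapping reads, put 34.2%, 17.0% and 17.4% of contigs in different categories, against 34.0%, 19.3% and 19.1% observed, but 2.31% of BR1 contigs 2 or more categories apart, against 1.55% observed. The variance of the reads over the binomial variance was 0.957, 1.24 and 1.11 in BR1, BR2 and BR3, and the value of BR2 lies outside the range of 0.8 to 1.2 that was taken to mean random sampling. Without the 3 contigs that rose in TR2 of BR2 it was 1.197, inside that range, so whether BR2 passes that border depends on those contigs. Simulated random reads lying partly on contigs gave an uncorrected ratio of 0.843. An uncorrected value inside the range therefore need not mean random sampling. With the correction for partly overlapping reads, the ratios were 1.10, 1.46 and 1.29, and that of BR2 without the 3 contigs was 1.399. A candidate explanation is that both mates of a fragment fall on one long contig and are counted as 2 reads. The corrected ratio of contigs of at least 300 bp was 1.61, 1.71 and 1.75, and that of contigs under 100 bp 1.00, 1.40 and 1.12. The difference in BR2 was 0.305. Long contigs thus varied more in all 3 pairs, but short contigs of BR2 still varied more than random reads, also without the 3 contigs (1.27), so mates alone do not account for BR2. An exact binomial test of single contigs between the 2 lanes, with Benjamini-Hochberg adjustment, called 6 of 18424 contigs in BR1, 41 of 20067 in BR2 and 2 of 20089 in BR3 at 0.05. It compares those lanes and not conditions.

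In all, 65 contigs, in 30 sets, had the same length and the same reads in every lane as another contig. Positions of most contigs were not used here. What gave rise to these sets was not tested, and no biological explanation was tested.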
